# Murine hematopoietic stem cell activity is derived from pre-circulation embryos but not yolk sacs

**DOI:** 10.1038/s41467-018-07769-8

**Published:** 2018-12-20

**Authors:** Miguel Ganuza, Ashley Chabot, Xing Tang, Wenjian Bi, Sivaraman Natarajan, Robert Carter, Charles Gawad, Guolian Kang, Yong Cheng, Shannon McKinney-Freeman

## Abstract

The embryonic site of definitive hematopoietic stem cell (dHSC) origination has been debated for decades. Although an intra-embryonic origin is well supported, the yolk sac (YS) contribution to adult hematopoiesis remains controversial. The same developmental origin makes it difficult to identify specific markers that discern between an intraembryonic versus YS-origin using a lineage trace approach. Additionally, the highly migratory nature of blood cells and the inability of pre-circulatory embryonic cells (i.e., 5–7 somite pairs (sp)) to robustly engraft in transplantation, even after culture, has precluded scientists from properly answering these questions. Here we report robust, multi-lineage and serially transplantable dHSC activity from cultured 2–7sp murine embryonic explants (Em-Ex). dHSC are undetectable in 2–7sp YS explants. Additionally, the engraftment from Em-Ex is confined to an emerging CD31^+^CD45^+^c-Kit^+^CD41^−^ population. In sum, our work supports a model in which the embryo, not the YS, is the major source of lifelong definitive hematopoiesis.

## Abstract (web summary)

The source of where definitive hematopoietic stem cells (dHSCs) develop in the mouse embyro has been much debated. Here, the authors identify that dHSCs arise from the intra-embyronic region by using murine embryonic explant transplantation but not from the yolk sac.

## Introduction

The embryonic origin of cells that sustain lifelong mammalian hematopoiesis and blood production has long been debated. Resolving this debate is complicated by the emergence of sequential waves of blood cells at distinct sites within the embryo:^1^ blood-islands composed of primitive nucleated erythrocytes first appear at E7-E7.5 in the YS. Definitive erythroid-myeloid precursors also emerge from the YS at E8.5. Finally, around E10.5-E11.5, the first definitive HSC (dHSC) capable of reconstituting the hematopoietic system of adult recipients using existing assays are detected and presumably these precursors support lifelong blood production^2,3^. The site of origin of these dHSC has been contentious^2–16^. An intra-embryonic origin, concentrated around the para-aortic splanchnopleura (PSp)-derived aorta-gonad-mesonephros region (AGM), is currently the favored model. In contrast, the contribution of YS to the dHSC compartment is controversial^1^. Early work implicated the YS blood islands as a source of both primitive-erythroblasts and dHSC;^1,4–6,8,15^ however later work challenged this hypothesis. In particular, Dieterlen-Lievre and colleagues demonstrated an intra-embryonic origin for definitive hematopoiesis in vertebrates using quail-chick chimeras^7,16^. Recent work has formally demonstrated in chicken the presence of bona fide dHSC originating from the embryo aortas but not from the YS, allantois or head^17^. An intra-embryonic origin for dHSC in mammals was later supported by studies showing that the first dHSC capable of reconstituting adult recipients are detected in the PSp/AGM region^2,3^. Despite these findings, the potential contribution of YS to lifelong hematopoiesis has not been completely excluded^13,14,18,19^.

YS-derived and AGM-derived hematopoietic progenitors both arise from hemogenic endothelial (HE) precursors that are mesodermal in origin^14,20–25^. Very few markers have been identified that could potentially distinguish between AGM and YS hematopoietic precursors. The highly migratory nature of blood cells in circulating embryos and the inability of cells isolated from pre-circulation embryos to robustly engraft in transplantation assays, even after ex vivo culture, has precluded definitively addressing if the YS hemogenic endothelium (YS-HE) contributes to lifelong hematopoiesis and the adult dHSC pool^12,26^. PSp tissue from pre-circulation embryos generated long-term multi-lineage engraftment while YS did not, but reconstitution was extremely low (1–5%) in these experiments, raising concerns that lower activity present in the YS would have been very difficult to detect^12^. Furthermore, PSp-derived reconstitution was only observed in severely immunocompromised recipient mice (i.e., Rag2γc^−/−^)^12^. Indeed, it has recently been suggested that the YS may be a major embryonic source of dHSC^14^. Lineage tracing studies exploiting the high expression of LYVE1 (lymphatic vessel endothelial hyaluronan receptor-1) in the YS and vitelline-endothelium concluded that >40% of adult blood may ultimately derive from these sites in mice^14^.

Here, we present a platform that supports the ex vivo development of robust dHSC activity from pre-circulation embryos, allowing us to rigorously interrogate the dHSC-forming potential of both the early embryo and YS. We find that cultured pre-circulatory Em-Ex, but not YS explants (YS-Ex), yield robust dHSC activity. Importantly, this activity in cultured Em-Ex was restricted to an emerging CD31^+^CD45^+^c-Kit^+^CD41^−^ population that also develops in cultured YS-Ex. Additionally, in pre-circulation embryos, we identify LYVE1^+^CD31^+^ aortic endothelial cells, confirming that LYVE1 expression is found outside the YS and vitelline HE at this early stage of development^14^. We further demonstrate that pre-circulatory Em-Ex-derived LYVE1^+^ precursors yield robust dHSC activity, indicating that LYVE1 constitutes an early marker of intraembryonic definitive hematopoiesis. In sum, our work strongly supports a model in which the YS is not a major source of lifelong definitive hematopoiesis.

## Results

### Robust dHSC activity generation from pre-circulatory embryos

Blood circulation is established around 5–7sp (≈E8.5). The first heartbeat is detected at 5sp, a consistent blood flow begins around 7sp and fully functional circulation is established after E10, as evidenced by the uneven distribution of erythroblasts within the embryo vasculature prior to 35sp^27,28^. Although dHSC activity has previously been observed from cultured pre-circulation embryos, this activity was low, and only observed after transplantation into *Rag2γc*^*−/*−^ immunocompromised recipients^12^. Here, we sought to determine if it might be possible to coax robust dHSC activity from E8-E8.5 concepti.

We collected CD45.2^+^ embryos at E8.0-E8.5 and staged them by number of somite pairs. Concepti were organized into two groups: 2–3sp (pre-circulation) and 5–7sp (peri-circulation). Embryos were separated from the YS and cultured at the air-liquid interface in the presence of SCF, FLT3L, and IL-3, as previously described^29–31^. We hypothesized that an extended culture period might be required for maturation of dHSC from these early embryos (Fig. 1a). Hence, embryos were cultured for 9–10 days. Cultured Em-Ex were then recovered, dissociated and transplanted into lethally irradiated CD45.1^+^CD45.2^+^ recipients along with 2 × 10^5^ CD45.1^+^ whole bone marrow (WBM) cells for radio-protection (Fig. 1a). Remarkably, both 2–3sp and 5–7sp cultured embryos generated robust dHSC activity. 5–7sp embryos engrafted 9/11 (82%) recipients while 2–3sp embryos engrafted 5/7 (71%) recipients (Fig. 1b). Globally, >15% of recipient peripheral blood (PB) was CD45.2^+^ in 7/18 total recipients at 16 weeks post-transplant. Four recipients displayed >50% CD45.2^+^ PB reconstitution (Fig. 1b). Importantly, most engrafted recipients (11/14) displayed multi-lineage engraftment at 16 weeks post-transplant (Fig. 1b). To further test if Em-Ex developed robust dHSC activity, we performed secondary limiting dilution transplants. 0.8 × 10^6^ (*n* = 9), 1 × 10^6^ (*n* = 6), 2 × 10^6^ (*n* = 8) or 5 × 10^6^ (*n* = 8) WBM cells from three independent primary recipients of 5–7sp Em-Ex were transplanted into lethally irradiated CD45.2^+^CD45.1^+^ recipients (Fig. 2a). At the three highest doses of WBM, 100% of secondary recipients displayed significant Em-Ex-derived CD45.2^+^ chimerism (1–92%) at 16 weeks post-transplant (Fig. 2a). CD45.2^+^ reconstitution was >25% in 11/31 secondary recipients and >90% in two recipients. Multiple independent secondary recipients also yielded robust long-term Em-Ex-derived CD45.2^+^ chimerism after transplantation into lethally irradiated CD45.1^+^CD45.2^+^ tertiary recipients, although interestingly this reconstitution displayed dramatic lineage skewing (Fig. 2b). The robust hematopoietic reconstitution of primary, secondary, and tertiary recipients by cultured 5–7sp Em-Ex is indicative of self-renewing dHSC and long-term repopulating cells, confirming that our explant culture system supports the emergence and maturation of dHSC from embryos isolated at the onset of blood circulation.

**Fig. 1:**
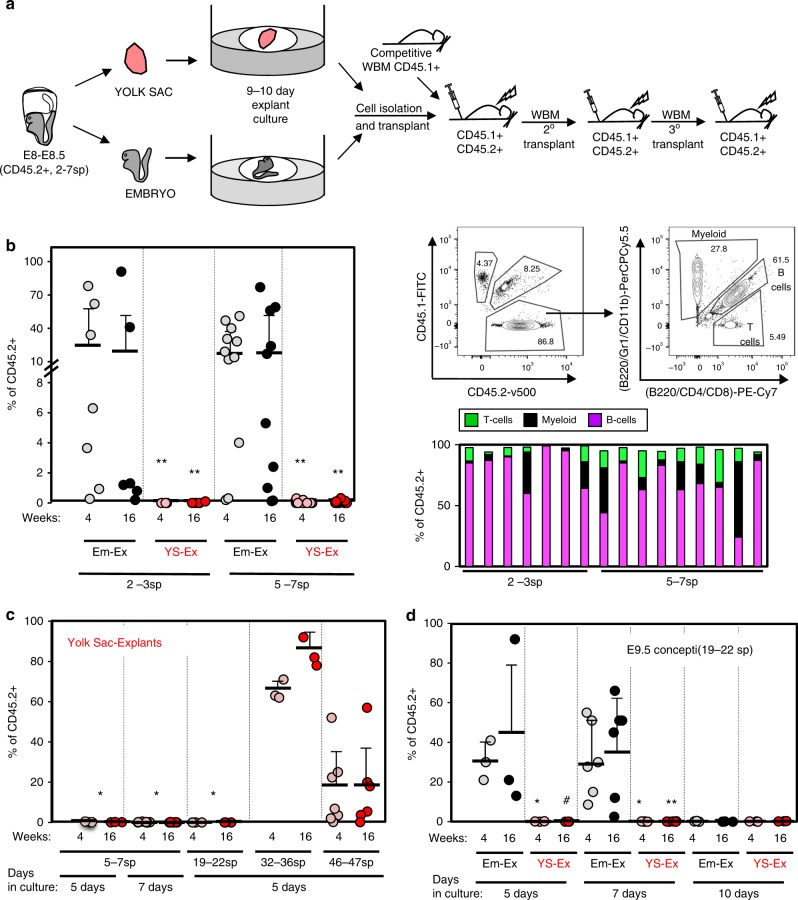
Pre-circulation embryos but not YS yield robust dHSC activity. **a** Experimental schematic. Em and YS were dissected from E8-E8.5 (2–7sp) concepti and cultured as explants at the air-liquid interface for 9–10 days. Explants were then harvested, dissociated and transplanted at ≥four embryo equivalent (e.e.)/recipient. **b** Left panel: CD45.2^+^ (i.e., 2–3sp Em-Ex (*n* = 7), 5–7sp Em-Ex (*n* = 11), 2–3sp YS-Ex (*n* = 5) or 5–7sp YS-Ex (*n* = 11)) contribution to PB of primary recipients. Data pooled from 16 independent experiments. Generally, tissues from one independent litter were transplanted per experiment. For 2–3sp explants, all YS-Ex (*n* = 5) were transplanted in parallel with Em-Ex isolated from the same concepti. For 5–7sp explants, all YS-Ex (*n* = 11) were transplanted in parallel with at least one Em-Ex isolated from the same concepti as a positive control for engraftment (**p < 0.01, eWrs-test). Right panel: Frequency of myeloid cells, T cells and B cells in CD45.2^+^ PB and representative flow cytometry plots of primary recipients of 2–3sp and 5–7sp Em-Ex 16 weeks post-transplant. Each column represents an independent recipient. For the 5–7sp Em-Ex, only the engrafted mice are shown (*n* = 9). **c** CD45.2^+^ YS were isolated from E8.5 (5–7sp, *n* = 8 recipients), E9.5 (19–22sp, *n* = 3 recipients), E10.5 (32–36sp, *n* = 3 recipients) or E11.5 (46–47sp, *n* = 7 recipients) concepti, cultured as explants for five or seven days and then transplanted at eight ee/recipient. Data pooled from five independent experiments. (*p < 0.05, eWrs-test). **d** YS-Ex and Em-Ex were isolated from CD45.2^+^ E9.5 (19–22sp) concepti and cultured under the same conditions as in **b** for five (*n* = 3 recipients), seven (*n* = 6 recipients) or 10 days (*n* = 3 recipients) before transplantation into lethally irradiated recipients at eight ee/recipient. Statistical differences between Em-Ex and YS-Ex are indicated (**p < 0.01, *p < 0.05, #*p* < 0.1, two-sample *t-*test and eWrs-test). **b**–**d** %CD45.2^+^ PB (i.e., YS-Ex or Em-Ex-derived) was examined in recipients four and 16 weeks post-transplantation. Each circle represents an independent recipient. For all panels, gray or pink and black or red circles indicate four and 16 weeks post-transplant, respectively. Means and standard deviations are shown. Source data are provided as a Source Data file

**Fig. 2:**
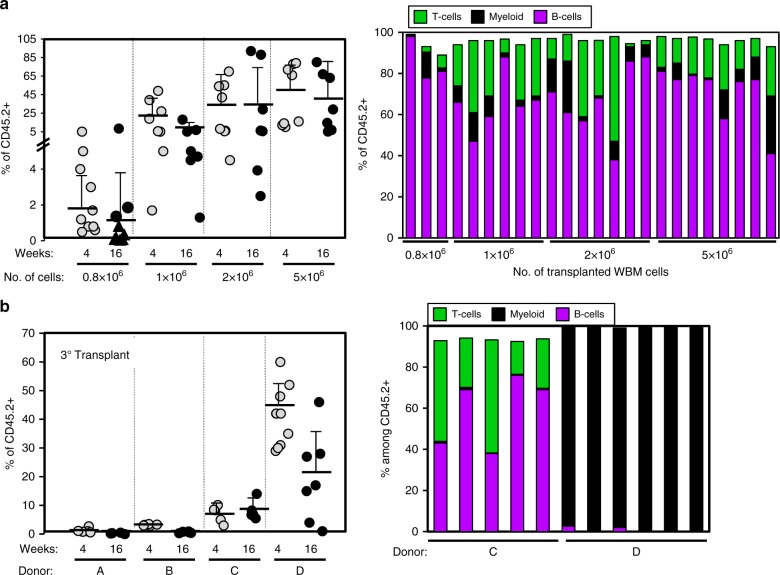
Pre-circulation Em-Ex display serially transplantable multi-lineage potential. **a** Left panel: Total WBM was isolated from three primary recipients of CD45.2^+^ 5–7sp Em-Ex-derived cells and transplanted separately into three secondary cohorts of lethally irradiated CD45.1^+^CD45.2^+^ recipients. Mice received 0.8 × 10^6^ (*n* = 9), 1 × 10^6^ (*n* = 7), 2 × 10^6^ (*n* = 8) or 5 × 10^6^ (*n* = 8) total WBM cells. Data pooled from three independent experiments is shown. Non-engrafted mice are depicted as triangles. Means are shown. Error bars denote standard deviation. Right panel: Frequency of myeloid cells, T cells and B cells in CD45.2^+^ PB of secondary recipients of 5–7sp Em-Ex 16 weeks post-transplant. **b** 5 × 10^6^ WBM cells from secondary recipients of 5–7sp Em-Ex were transplanted into CD45.1^+^CD45.2^+^ mice along with 2 × 10^5^ CD45.1^+^ WBM cells. Bone marrow from *n* = 4 independent secondary recipients were transplanted into independent cohorts of tertiary recipients. Secondary donors A, B, and C derived from the same initial primary recipient. Secondary donor D derived from an independent primary recipient. Left panel: %CD45.2^+^ tertiary recipient PB cells. Four (white circles) and 16 (black circles) weeks post-transplant. Donors A, B, and C (*n* = 5 recipients); Donor D (*n* = 10 recipients). Each circle indicates an independent tertiary recipient. Means and standard deviations are depicted. Right panel: Frequency of myeloid cells, T cells and B cells in CD45.2^+^ PB of tertiary recipients 16 weeks post-transplant. Each column corresponds to an independent recipient. Source data are provided as a Source Data file

### Pre and peri-circulation YS do not produce dHSC ex vivo

Dissected CD45.2^+^ YS from pre-circulation and peri-circulation concepti (2–3sp and 5–7sp) were cultured as explants (YS-Ex) in parallel and under the same conditions as Em-Ex. None of the cultured pre-circulation or peri-circulation CD45.2^+^ YS-Ex yielded detectable dHSC activity when transplanted into lethally irradiated CD45.1^+^CD45.2^+^ recipients along with 2 × 10^5^ WBM CD45.1^+^ cells (0/5 and 0/11 recipients, respectively, Fig. 1b). It is possible that YS hemogenic precursors undergo distinct temporal maturation compared to intra-embryonic hemogenic endothelium. Indeed, YS-Ex displayed substantially greater CFU-GEMM (i.e., colony forming unit granulocyte, erythrocyte, monocyte, megakaryocytic) potential at day 5 versus day 10 of ex vivo culture (Supplementary Fig. 1A). Thus, 5–7sp YS-Ex were cultured for five or seven days prior to dissociation and transplanted into lethally irradiated recipients. These cultures also failed to produce detectable dHSC activity (0/8 for five-day YS-Ex cultures and 0/3 recipients for seven-day YS-Ex, Fig. 1c).

These data indicate that the only precursors capable of maturing into functional dHSC under these conditions are found in the embryo at this early stage of development. Additionally, we tested the ability of YS isolated from later developmental time-points (e.g., E9.5 (19–22 sp, *n* = 3), E10.5 (32–36 sp, *n* = 3) and E11.5 (46–47sp, *n* = 7)) to engraft lethally irradiated recipients after being cultured ex vivo for five days prior to transplantation. 100 and 71% of CD45.1^+^CD45.2^+^ recipients transplanted with CD45.2^+^ E10.5 and E11.5 cultured YS-explants showed robust CD45.2^+^ YS-derived engraftment, respectively (Fig. 1c). In contrast, CD45.1^+^CD45.2^+^ recipients transplanted with CD45.2^+^ E9.5 YS-derived explants displayed no evidence of CD45.2^+^ engraftment (Fig. 1c). To test if E9.5 hematopoietic precursors are capable of maturing into dHSC under our ex vivo culture conditions, embryonic caudal halves and YS isolated from CD45.2^+^ E9.5 concepti were cultured for five, seven or 10 days and then transplanted into lethally irradiated CD45.1^+^CD45.2^+^ recipients (Fig. 1d). 100% of recipients transplanted with embryonic caudal halves cultured for five or seven days (3/3 and 6/6, respectively, Fig. 1d) displayed robust CD45.2^+^ dHSC activity, confirming that post-circulation E9.5 dHSC can mature under these culture conditions. However, all E9.5 YS-derived explants failed to generate detectable dHSC in these experiments (Fig. 1d).

In sum, these findings support a model where the precursors in pre-circulation and peri-circulation concepti capable of maturing into functional dHSC under these conditions are located in the embryo.

### SCF and IL-3 induce CD31^+^CD45^+^c-Kit^+^CD41^−^ dHSC emergence

We next sought to phenotypically characterize functional dHSC that emerge during the ex vivo culture of peri-circulation Em-Ex. We took advantage of cell surface markers to isolate distinct populations from CD45.2^+^ 5–7sp Em-Ex for transplantation into lethally irradiated CD45.1^+^CD45.2^+^ recipients (Fig. 3a). Previous work showed that dHSC activity in E10.5-E11 Em-Ex cultured under similar conditions is contained in the CD31^+^CD45^+^ fraction^29,31^. This population was apparent in the Em-Ex cultures (Fig. 3b). CD41 and c-Kit are also expressed by nascent hematopoietic populations in early embryos^30–38^. Distinct populations expressing both CD41 and c-Kit were clear within CD31^+^CD45^+^ Em-Ex cells (Fig. 3b, Fig. 4b and Supplementary Fig. 1B). We therefore isolated CD31^+^CD45^+^c-Kit^+^CD41^+^, CD31^+^CD45^+^c-Kit^+^CD41^−^and CD31^+^CD45^+^c-Kit^−^ cells by FACS from cultured 5–7sp Em-Ex and transplanted them into lethally irradiated CD45.1^+^CD45.2^+^ recipients (*n* = 5, Fig. 3a–c). All dHSC activity was restricted to CD31^+^CD45^+^c-Kit^+^CD41-cells (Fig. 3c). Interestingly, this same population was also apparent in 5–7sp YS cultures (Fig. 4b and Supplementary Fig. 1B).

**Fig. 3:**
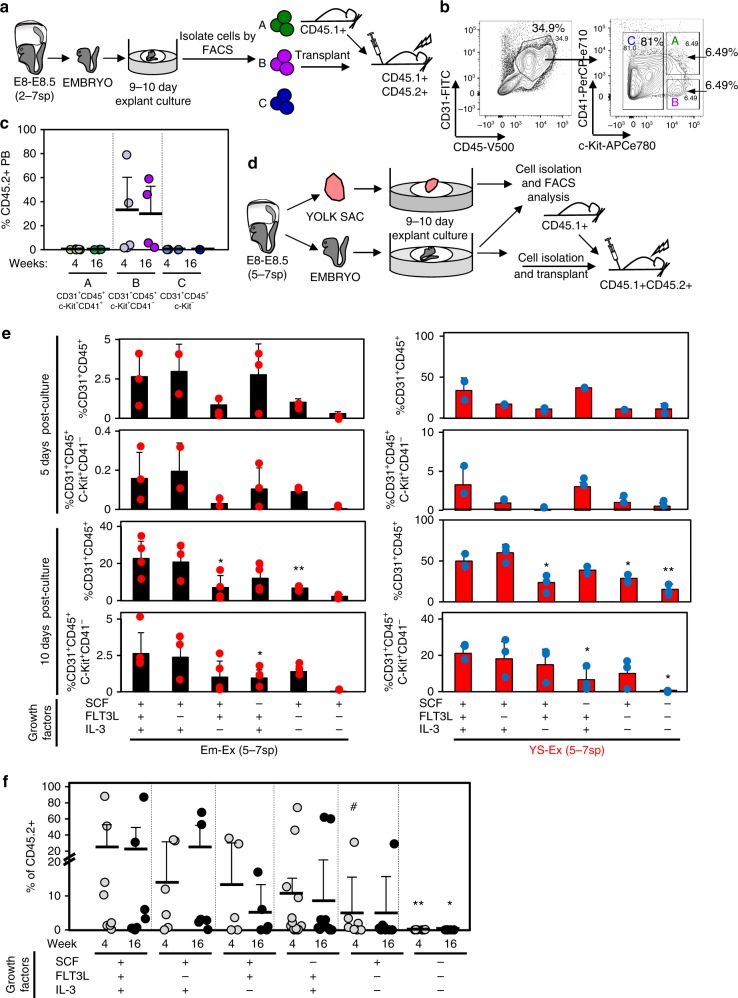
HSC potential is restricted to CD31^+^CD45^+^c-Kit^+^CD41^−^ embryo explant cells and requires SCF and IL-3. **a** Experimental schematic. Embryos isolated from E8.5 (5–7sp) concepti were cultured as in Fig. 1b, dissociated and fractionated by FACS based on CD31, CD45, and c-Kit cell surface expression and then transplanted at four ee/recipient into lethally irradiated CD45.1 + CD45.2 + recipients along with 2 × 10^5^ CD45.1^+^ WBM cells. **b** Representative flow cytometry plots denoting sorted and transplanted populations (A: CD31^+^CD45^+^c-Kit^+^CD41^+^; B: CD31^+^CD45^+^ c-Kit^+^CD41^−^; C: CD31^+^CD45^+^c-Kit^−^). **c** %CD45.2^+^ PB of recipients at four (light-colored circles) and 16 weeks (dark-colored circles) post-transplant. Each circle represents an individual recipient. Five independent experiments are depicted. In each experiment all sorted cells for each population were transplanted into one separate recipient. Engraftment was only detected upon transplantation of population B. **d** Experimental schematic. E8.5 (5–7sp) YS-Ex and Em-Ex were cultured at the air-liquid interface for 9–10 days in different combinations of SCF, FLT3L and IL-3 and either analyzed by flow cytometry or transplanted to test for dHSC. **e** Cultured explants were analyzed by flow cytometry for CD31^+^CD45^+^ and CD31^+^CD45^+^c-Kit^+^CD41^−^cells after 5 (*n* = 2, with the exception of Em-Ex SCF + IL-3 + FLT3L + , Em-Ex SCF + IL-3 + and Em-Ex IL-3 + FLT3L + where *n* = 3) or 10 days of culture (*n* = 3, with the exception of Em-Ex SCF + IL-3 + FLT3L + , Em-Ex SCF + IL-3 + and Em-Ex IL-3 + FLT3L + where *n* = 4). Each circle represents an individual culture. Bars stand for average. Results from four independent experiments are shown. Left panel: Em-Ex-explants. Right panel: YS-Ex. Statistical differences with the SCF + Flt3l + IL-3 + control are indicated: (*p < 0.05 and **p < 0.01, two-sample *t*-test). **f** CD45.2^+^ Em-Ex were transplanted into lethally irradiated CD45.1^+^CD45.2^+^ recipients at four ee/recipient along with 2 × 10^5^ CD45.1^+^ WBM cells. %CD45.2^+^ PB four (gray circles) and 16 weeks (black circles) post-transplant is shown. Each circle represents an individual recipient. Cumulative data from 13 independent experiments. The majority of the analyzed conditions yielded an engraftment that was marginally statistically higher than the No-Growth Factor condition (**p < 0.01, *p < 0.05, #*p* < 0.1; eWrs-test and two-sample *t*-test). Horizontal bars indicate averages. Error bars denote standard deviation. Source data are provided as a Source Data file

**Fig. 4:**
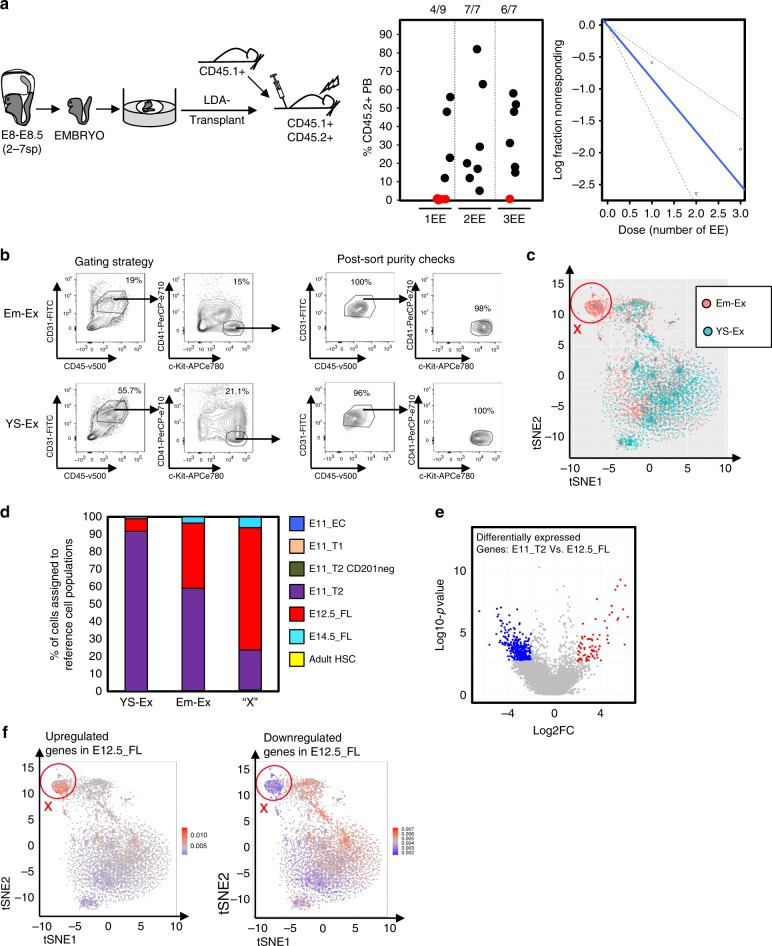
scRNAseq analysis identifies a rare HSC-like population specific to embryo explant cultures. **a** Limiting dilution transplantation of Em-Ex cells. One, two or three embryo equivalents were transplanted/recipient. Data pooled from three independent experiments. Left panel: Experimental schematic. Middle panel: %CD45.2^+^ PB of recipients at 16 weeks post-transplant. Each circle represents an individual recipient. Red circles highlight non-engrafted recipients. The number of mice engrafted/number of recipients at each cell dose is shown. Right panel: *χ*^2^ analysis revealed a fit to the limiting dilution model (*p*-value = 0.717; *t*-test). The Log of the non-responding fraction is shown for each cell dose. **b** Representative FACS plots showing sorting strategy for CD31^+^CD45^+^c-Kit^+^CD41^−^ cells in YS-Ex and Em-Ex after 10 days of culture. 49 E8.5 concepti (5–7sp) were dissected, cultured and cells of interest collected by FACS. Post-sort purity check of sorted populations are shown. **c** Single cell global gene expression analysis of Em-Ex- and YS-Ex-CD31^+^CD45^+^c-Kit^+^CD41^−^ cells. Projection of single cell gene expression profiles onto tSNE1 (*X*-axis) versus tSNE2 (*Y*-axis) with Em-Ex cells in pink and YS-Ex cells in blue. X denotes the Em-Ex sub-population circled in red. (*n* = 3504 Em-Ex cells; *n* = 3037 YS-Ex cells) **d** Maturation stage analysis. Identified population was compared to available profile expression datasets on embryonic pre-HSC and HSC from Zhou et al.^42^. Assignment of cultured YS-Ex, Em-Ex and X-cells to embryonic hematopoietic populations. From the AGM: E11_EC (E11-Endothelial cells; CD31^+^VE-cadherin^+^CD41^−^CD43^−^CD45^−^Ter119^−^); E11_T1 (E11-pre-HSCs; CD31^+^CD45^−^CD41^low^c-Kit^+^ CD201^high^); E11_T2_CD201neg (E11-pre-HSCs; CD31^+^CD45^−^CD41^low^c-Kit^+^CD201^−^); E11_ T2 (E11-AGM^−^CD31^+^CD45^+^CD41^low^ CD201^high^); from the fetal liver, E12.5_FL (HSCs, Lin^−^Sca-1^+^Mac-1^low^CD201^+^; E14.5_FL (HSC, CD45^+^CD150^+^CD48^−^CD201^+^); and Adult HSC (BM-HSC, CD45^+^CD150^+^CD48^−^CD201^+^). **e** Volcano plot of differentially expressed genes between E11_T2 and E12.5_FL. Downregulated genes are shown in blue and upregulated in red, (FDR<0.05 and Log_2_ fold change <−2 or >2, respectively. **f** Pattern of the 80 most differentially expressed genes in X-population. Source data are provided as a Source Data file

We next tested whether the emergence of the CD31^+^CD45^+^c-Kit^+^CD41^−^ engrafting population was selectively dependent on any of the three growth factors added to these cultures (i.e., SCF, IL-3, FLT3L). Embryos and YS isolated from 5–7sp concepti were cultured in the presence of different combinations of growth factors and assessed by flow cytometry for the emergence of CD31^+^CD45^+^ and CD31^+^CD45^+^c-Kit^+^CD41^−^ cells (Fig. 3d, e). CD45.2^+^ Em-Ex cultures were also transplanted into lethally irradiated CD45.1^+^CD45.2^+^ recipients to test for dHSC activity (Fig. 3d, f). Removal of FLT3L had no effect on the frequency of CD31^+^CD45^+^ or CD31^+^CD45^+^c-Kit^+^CD41^−^ cells in YS-Ex or Em-Ex cultures (Fig. 3e). Moreover, removal of FLT3L did not affect the emergence of dHSC in Em-Ex cultures: the contribution of CD45.2^+^ cells to the PB of transplant recipients was 18% in the presence of all three factors and 21% in the absence of FLT3L (Fig. 3e, f and Supplementary Fig. 1B). In contrast, removal of IL-3 or SCF reduced the frequency of CD31^+^CD45^+^ or CD31^+^CD45^+^c-Kit^+^CD41^−^ cells, respectively, in YS-Ex and Em-Ex cultures, which correlated with a loss of dHSC activity from CD45.2^+^ Em-Ex cultures (Fig. 3e, f and Supplementary Fig. 1B). The average CD45.2^+^ hematopoietic reconstitution in these recipients dropped to about 5 and 10% in the absence of IL-3 or SCF, respectively (Fig. 3f). Em-Ex cultured in the absence of both FLT3L and IL-3 also displayed reduced hematopoietic engraftment potential (*p* < 0.1, exact Wilcoxon rank sum test (eWrs-test)) (Fig. 3f). Em-Ex cultured in the absence of all three cytokines displayed dramatic reductions in the frequency of CD31^+^CD45^+^ and CD31^+^CD45^+^c-Kit^+^CD41^−^ cells and lacked detectable dHSC activity (Fig. 3e, f and Supplementary Fig. 1B). In sum, administration of both SCF and IL-3 is required for the efficient development of CD31^+^CD45^+^c-Kit^+^CD41^−^ cells from pre-circulation concepti during YS-Ex and Em-Ex culture and dHSC potential in Em-Ex cultures. These results are consistent with the observation that SCF and IL-3 can both promote the in vitro derivation of bona fide HSC from other cell sources^29–31,39–41^.

### An HSC-like population is generated by embryo explants

YS and embryos are separated and cultured before the onset of the circulation in our experimental platform. Thus, this represents an opportunity to selectively study embryo versus YS-derived hematopoiesis under controlled conditions that allow for the maturation of dHSC from early embryonic precursors. Indeed, novel cell surface markers of dHSC-derived from early embryos could be useful reporters in efforts to isolate dHSC from pluripotent stem cells or other sources. Although CD31^+^CD45^+^c-Kit^+^CD41^−^cells develop in both YS-Ex and Em-Ex cultures, cultured YS-Ex-CD31^+^CD45^+^c-Kit^+^CD41^−^ cells do not harbor dHSC activity (Figs. 1b, 3b, 3f, Supplementary Fig. 1B). Therefore, we decided to interrogate the gene expression profiles of 5–7sp YS-Ex-CD31^+^CD45^+^c-Kit^+^CD41^−^ cells and Em-Ex-CD31^+^CD45^+^c-Kit^+^CD41^−^ cells on day 10 post-culture for molecularly distinct cell populations that might explain the absence of dHSC activity in YS explants by single cell RNA sequencing (scRNAseq) (Fig. 4).

First, we determined the frequency of the engrafting population within cultured Em-Ex. Limiting dilution transplantation revealed 0.83 repopulating units (RUs) *per* Em-Ex (95% C.I. = (0.48, 1.42); results fit the LDA model: *p*-value = 0.717, *t*-test) (Fig. 4a). Next, 49 concepti were dissected and cultured as separate YS-Ex and Em-Ex for scRNAseq. In this experiment we are interrogating approximately 40.67 RUs in the Em-Ex sample (i.e.,: 49Em-Ex*0.83RUs).

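The sorted CD31+CD45+c-Kit+CD41− cells were captured as 1 droplet library from Em-Ex and 1 from YS-Ex. With no replicate library, no test was run, and the 95% intervals given here and at the later results cover counting error only (exact Poisson for sums of counts, exact Clopper-Pearson for shares of cells). The paper gives day 10 of culture for these cells, and the sample labels give 9 to 10 days. In this assay, every cell receives a barcode and every captured transcript a unique molecular identifier (UMI), so that counted UMIs stand for captured transcripts. The authors counted UMIs per gene and cell with Cell Ranger and deposited the raw counts of both libraries in 1 table of 11691 genes and 6541 barcodes. Within each library, every gene of the table had UMIs either in at least 30 barcodes or in none. By this pattern, 241 genes were listed at 0 throughout Em-Ex and 725 throughout YS-Ex, and a gene listed at 0 in a library can have had UMIs in fewer than 30 of its barcodes. The table held 48630888 UMIs in 3504 Em-Ex barcodes and 34566242 UMIs in 3037 YS-Ex barcodes. After the cell filter stated in the methods, 42752370 UMIs in 3071 Em-Ex cells and 27031627 UMIs in 2087 YS-Ex cells were left, with a median of 12341 UMIs and 2730 genes per Em-Ex cell and 11729 UMIs and 2770 genes per YS-Ex cell. Gene levels were computed from there as CPM, the UMIs of a gene summed over a group of cells per 1000000 UMIs of that group.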

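The genes of the 4 sorted surface proteins were read first. *Pecam1*, which encodes CD31, was at 47.4 CPM (45.3–49.5) in Em-Ex and 51.8 CPM (49.1–54.6) in YS-Ex, a ratio of 0.914 (0.853–0.979). *Itga2b*, which encodes CD41, was at 16.4 CPM (15.3–17.7) in Em-Ex and 14.1 CPM (12.7–15.5) in YS-Ex, a ratio of 1.17 (1.03–1.33). *Ptprc*, which encodes CD45, was lower in Em-Ex at 47.4 CPM (45.4–49.5) than in YS-Ex at 106 CPM (102–110.1), a ratio of 0.447 (0.422–0.473). *Kit* was also lower in Em-Ex, at 262 CPM (257–267), than in YS-Ex, at 963 CPM (952–975), a ratio of 0.272 (0.266–0.278). Averaged over cells instead of pooled, *Kit* was at 306 CPM in Em-Ex and 1072 CPM in YS-Ex, the alternative that moved it most.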

To identify Em-Ex-derived populations of putative biological interest, the resulting scRNAseq data was projected as tSNE1 *Vs* tSNE2. 

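For a grouping of the cells, the counts were log-normalized to 10000 UMIs per cell, and the 2000 most variable genes were taken after the 15 genes of Supplementary Fig. 2 had been left out. After correction between the libraries, 100 principal components entered a graph of 20 nearest neighbors, which was divided by the Leiden algorithm at a resolution of 1. The Leiden algorithm stood in for pdfCluster, which was not used here. It gave 14 clusters, numbered by size. Cluster 1, with 674 Em-Ex and 669 YS-Ex cells, was defined by genes including *Mcpt4* and *Tpsb2*. Genes of mitosis such as *Aspm* and *Mki67* defined cluster 5, and *Rrm2* and *Ccne2* were among those that defined cluster 7. Cluster 12 was defined by *S100a9* and *S100a8*, cluster 13 by genes including *Actc1*, *Sparc* and *Dcn*, and cluster 14 by genes including *Hbb-bs* and *Hba-a1*. The last 2 clusters held 27 and 24 cells in all.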

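To find the cells that Supplementary Fig. 2 marks, 5 of its 15 genes were used (*Ramp1*, *Eng*, *Slco3a1*, *Itga6* and *Slc7a11*), and the other 10 were kept aside for measurement. A cluster was taken when at least 3 of the 5 genes were at 3-fold or more of their CPM in all other cells. *Eng*, *Slco3a1* and *Slc7a11* were listed at 0 throughout YS-Ex. A cluster of YS-Ex cells alone could therefore not meet this rule, which favors clusters of Em-Ex cells. All 5 met this in cluster 6, 2 in cluster 12, 2 in cluster 13 and 0 in each of the others. Cluster 6 held 479 of 3071 Em-Ex cells (15.6%, 14.3–16.9%) and 18 of 2087 YS-Ex cells (0.862%, 0.512–1.36%), a difference larger than counting error. Of these 18 YS-Ex cells, 9 carried a barcode that also occurred in Em-Ex. Of the 5 genes, only *Ramp1* had at least 50 CPM in the cluster, the level needed to rank genes by their fold there. It was not among the 10 genes with the largest fold, which began with *Mpo* and *Prtn3*, and the cluster is therefore given by its number. Its Em-Ex cells had a median of 20552 UMIs, against 11349 in the other Em-Ex cells. Among the alternative clusterings, the Em-Ex share moved most without an upper limit on genes per cell, to 16.6%. With 1 library per condition, a cluster mostly of 1 library may be a property of that library.

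**Figure D1:**
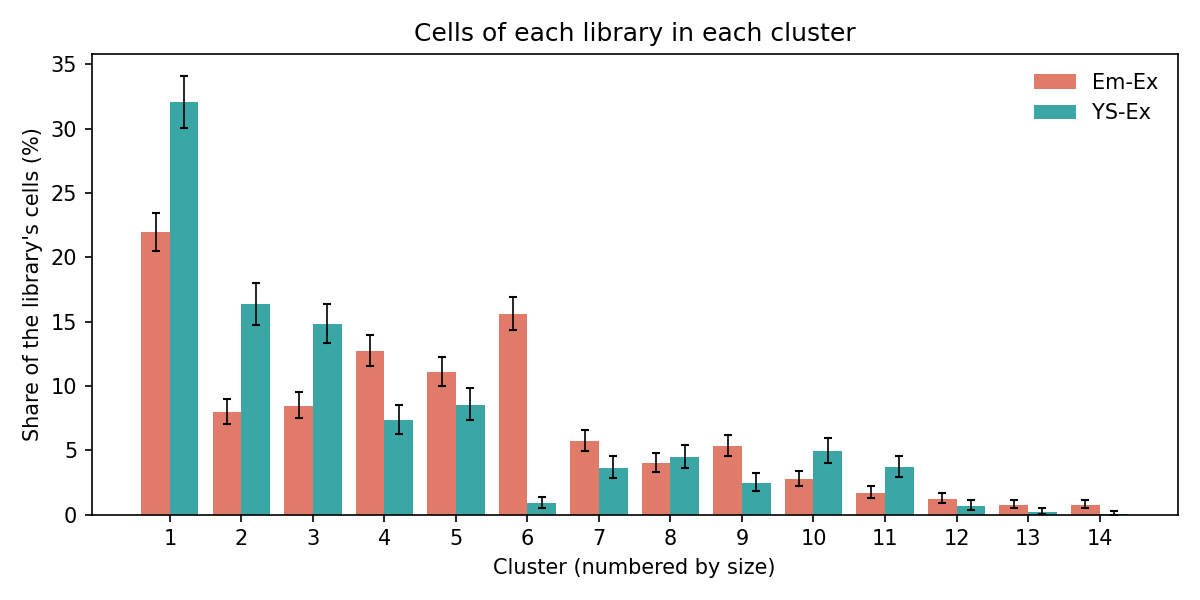
Share of the kept cells of each library (%, vertical axis) in each of the 14 clusters (horizontal axis), with Em-Ex and YS-Ex as bars and exact binomial 95% intervals as error bars, which cover counting error only. In cluster 6, Em-Ex stands at 15.6% and YS-Ex at 0.862%.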

A population specific to the Em-Ex sample was apparent (X-cells, Fig. 4c). It was comprised of 623 cells (17.8% of the Em-Ex population). 

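Clustered over every deposited barcode instead of the filtered cells, the population found by the same 5 genes held 532 of 3504 Em-Ex barcodes (15.2%, 14.0–16.4%) and 0.691% (0.429–1.06%) of the YS-Ex barcodes. From the t-SNE projection, the paper states that this population was specific to the Em-Ex sample, names its members X-cells and takes them on to the comparison with embryonic hematopoietic populations.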

To interrogate the developmental state of this population, we compared its expression profile to *Zhou* and colleagues scRNAseq dataset of embryonic hematopoiesis (Fig. 4d)^42^. Em-Ex cells were most similar transcriptionally to E11-T2-pre-HSC (CD31^+^CD45^+^cKit^+^CD41^low^, 60% of the X-cells were assigned to this group) or E12.5 Fetal Liver (FL) HSC (Lineage^−^Sca-1^+^Mac-1^low^CD201^+^, 37% of the X-cells were assigned to this group) and thus ‘assigned’ to these populations computationally (Fig. 4d). Interestingly, Em-Ex-derived X-cells were highly enriched for cells assigned to FL HSC. Indeed, 70 and 6% of Em-Ex-derived X-cells were assigned to E12.5 FL HSC and E14.5 FL HSC (CD45^+^CD150^+^CD48^−^CD201^+^), respectively (Fig. 4d). These data suggest that X-cells are enriched for developmentally more mature hematopoietic progenitors^43^. Interestingly, the vast majority of profiled YS-Ex cells (92%) were assigned to E11.0-T2-pre-HSC, suggesting developmental immaturity relative to Em-Ex cells (Fig. 4d). A comparison of E11.0-T2-pre-HSC and E12.5-FL HSC revealed 353 downregulated genes and 80 upregulated genes (FDR<0.05 and Log_2_ fold change <−2 or >2, respectively; eWrs-test and Benjamini and Hochberg *p*-value adjustment) (Fig. 4e). Remarkably, compared to other analyzed cells in our scRNAseq dataset, X-cells showed lower expression for the downregulated genes and higher expression for the upregulated genes (Fig. 4f). Upregulated genes were enriched in proliferation related functional terms (i.e., E2F cell cycle targets and DNA-repair genes (FDR *q*-values = 3.98 × 10^−3^ and 1.58 × 10^−2^, respectively; Fisher’s exact test and Benjamini and Hochberg p-value adjustment). This is consistent with increasing proliferation as HSC transition from the AGM to the FL^1^. Genes defining epithelial-to-mesenchymal downregulated in the E11.0-pre-HSC to E12.5-HSC transition were also downregulated in the X-cells (FDR *q*-value = 2.85 × 10^−6^; Fisher’s exact test and Benjamini and Hochberg *p*-value adjustment). 

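Of the 10 genes kept aside from both the clustering and the choice of cluster 6, *Cxcr4*, *Il6ra* and *Tnfrsf1a* were compared between its 479 Em-Ex cells and the other 2592 Em-Ex cells. The paper shows all 10 as enriched in X-cells of these same libraries. Higher levels in a cluster chosen by 5 genes of the same figure are therefore no independent support. *Tnfrsf1a* was at 39.5 CPM (35.7–43.7) in the cluster and 2.89 CPM (2.34–3.53) in the other cells, a ratio of 13.7 (10.9–17.3). *Il6ra* was at 11.3 CPM (9.28–13.6) against 1.46 CPM (1.08–1.93), a ratio of 7.73 (5.46–11.1). *Cxcr4*, which encodes a chemokine receptor, was at 6.10 CPM (4.65–7.85) against 0.395 CPM (0.210–0.676), a ratio of 15.4 (8.38–30.6). Averaged over cells instead of pooled, the log2 ratio of *Il6ra* moved from 2.94 to 3.39. With the 84 Em-Ex cells of the 3 smallest clusters left out of the other cells, a setting chosen after seeing the data, that of *Tnfrsf1a* moved from 3.77 (3.45–4.11) to 5.62, beyond its counting interval. UMIs of *Tnfrsf1a* were found in 54.1% of the cells of the cluster and 2.24% of the other Em-Ex cells, UMIs of *Il6ra* in 18.8% and 1.58%, and UMIs of *Cxcr4* in 10.4% and 0.386%. Because the cells of the cluster had more UMIs, each cell was also thinned to 2000 UMIs, which left no cell out. *Tnfrsf1a* was then found in 6.89% (4.79–9.54%) of the cells of the cluster and 0.540% (0.296–0.905%) of the others, *Il6ra* in 2.30% (1.15–4.07%) and 0.193% (0.0627–0.450%), and *Cxcr4* in 1.25% (0.461–2.71%) and 0.0386% (0.000977–0.215%). Over all 2087 YS-Ex cells, *Il6ra* was at 1.15 CPM (0.779–1.63) and *Tnfrsf1a* at 1.52 CPM (1.09–2.06), while in the 18 YS-Ex cells of the cluster they were at 57.6 CPM (33.0–93.6) and 32.4 CPM (14.8–61.6). *Cxcr4* was listed at 0 in YS-Ex, where a gene with UMIs in fewer than 30 barcodes is listed in this way, and no ratio to YS-Ex is given.

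**Figure D2:**
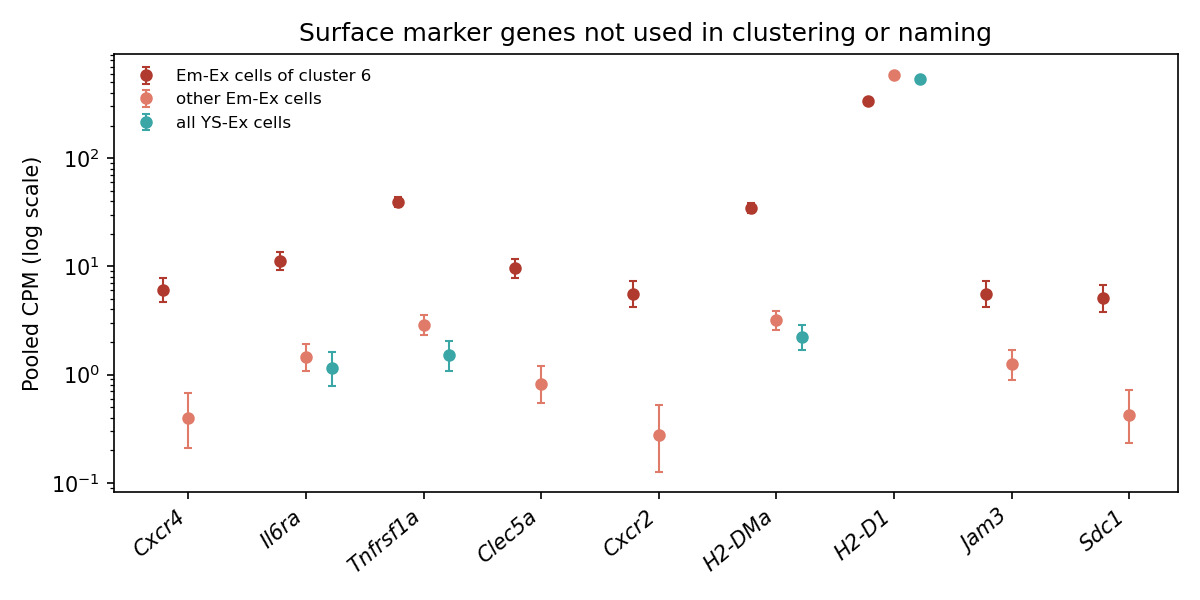
Pooled CPM (log scale, vertical axis) of 9 of the genes kept aside (horizontal axis) in Em-Ex cells of cluster 6, other Em-Ex cells and all YS-Ex cells, with exact Poisson 95% intervals as error bars, some smaller than the points. Genes listed at 0 in YS-Ex have no YS-Ex point. The Em-Ex cells of cluster 6 stand above the other Em-Ex cells in each gene but *H2-D1*, where they stand below them.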

Of note, multiple cell surface proteins appear selectively upregulated in Em-Ex X-cells (e.g., *Cxcr4, Mpl, Il6ra*, and *Tnfrsf1*, Supplementary Fig. 2). Further work will be required to determine if these cell surface markers hold functional utility for further enrichment of transplantable dHSC from Em-Ex. Indeed, identifying a specific marker for embryonic populations with *bona fide* dHSC potential could be very useful for in vitro screens.

### Intraembryonic LYVE1^+^ blood precursors yield dHSC activity

Our studies suggest that the pre-circulation and peri-circulation YS is not a major source of dHSC. However, it was recently reported that >40% of adult blood may emerge from the early YS and vitelline endothelium^14^. Lee and colleagues used *Lyve1-eGFP-hCre* knock-in mice (*Lyve1*^*Cre*^) (Fig. 5a) to claim an extraembryonic origin for a significant fraction of adult blood, but not primitive erythrocytes or the definitive hematopoietic precursors of the embryo, placenta or umbilical vessels. LYVE1 expression was reportedly highest in the endothelium of the YS and vitelline vessels (VV) in the mid-gestation conceptus^14^.

**Fig. 5:**
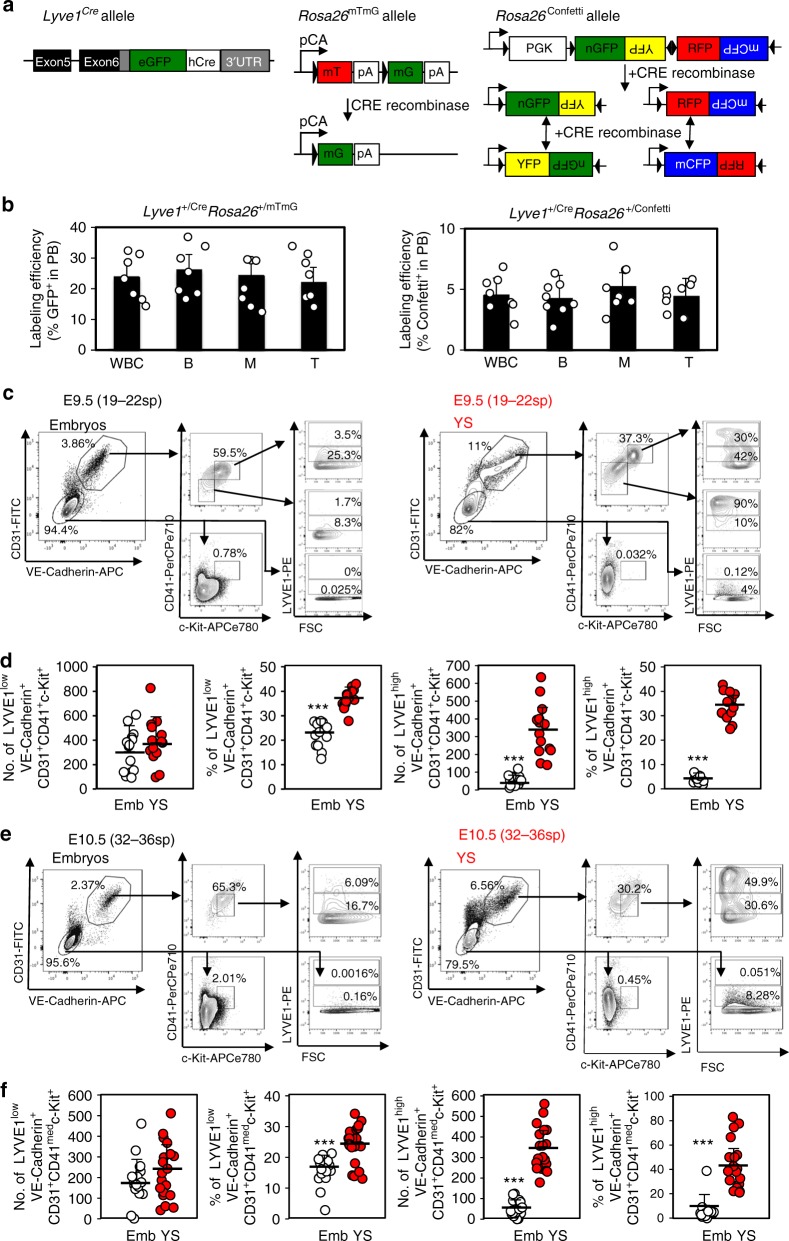
LYVE1 is expressed by E9.5-E10.5 putative hematopoietic progenitors in embryonic and YS tissues. **a** Left panel: Schematic of *Lyve1*^*−*^*eGFP-hCre* knock-in allele (*Lyve1*^*Cre*^). Adapted from ref. ^41^. Middle panel: Schematic of the *Rosa26*^mTmG^ allele^39^. The membrane-targeted tandem dimer tomato (mT) protein is expressed from the unrecombined allele under the chicken *β-actin* core promoter with a CMV enhancer (pCA). Cre expression excises the mT cassette and results in expression of the membrane-targeted enhanced green fluorescent protein (mG). mT protein pA indicates polyadenylation sequences and black triangles are loxP sites. Right panel: Schematic of *ROSA26*^Confetti^ allele. Unrecombined allele does not yield the expression of any fluorescent protein. Cre recombinase expression results in a two-steps recombination event that renders the expression of one of the four *Confetti*-colors (GFP, YFP, RFP, or CFP)^40^. **b** Left panel: %recombination (i.e., GFP^+^) in *Lyve1*^+/Cre^*Rosa26*^+/mTmG^ PB at 2 months of age (*n* = 8). Right panel: %recombination *(*i.e., %*Confetti* + ) in*Lyve1*^+/Cre^*Rosa26*^+/Confetti^ PB (*n* = 8). Labeling efficiencies of total white blood cells, B-cells, T-cells and myeloid cells are shown. Average is depicted (error bars indicate ± s.d. of mean). **c**–**d** Cell surface expression of LYVE1 in YS and embryos dissected from freshly isolated E9.5 (19–22sp) concepti (*n* = 14). **c** Representative flow cytometry plots. **d** The absolute number/concepti and frequency as a percent of total live events of LYVE1^low^ and LYVE1^high^ cells within the VE-Caderin^+^CD31^+^CD41^+^c-Kit^+^ compartment is shown. Two independent litters were analyzed. **e**–**f** LYVE1 expression in freshly isolated E10.5 (32–36sp) concepti (*n* = 20). The absolute number/concepti and frequency as a percent of total live events of LYVE1^low^ and LYVE1^high^ cells within VE-Caderin^+^CD31^+^CD41^low^c-Kit^+^ cells is shown. Three independent litters were analyzed. Each circle represents an independent YS or embryo. Means and standard deviations are shown. (***p < 0.001, two sample *t*-test and eWrs-test; differences held even after multiple testing corrections to control a FDR of 0.05). Source data are provided as a Source Data file

We used *Lyve1*^*Cre*^*, Rosa26*^+/mTmG^ and *Rosa26*^*+/*Confetti^ mice to further examine the contribution of LYVE1^+^ cells to lifelong hematopoiesis. The unrecombined *Rosa26*^mTmG^ allele ubiquitously labels all cells with the tdTOMATO protein (Fig. 5a). CRE recombinase (CRE) drives the excision of the *tdTomato* cassette and stably labels CRE^+^ cells and their progeny with GFP (Fig. 5a)^44^. The unrecombined *Rosa26*^Confetti^ multicolored cassette does not drive any fluorescent expression. Here, CRE induces recombination of the *Rosa26*^Confetti^ allele, which results in cells and their progeny stably labeled with one of four fluorescent proteins (GFP, CFP, RFP, or YFP, Fig. 5a)^45^. We observed ≈20 and ≈5% labeled cells in the adult blood of *Lyve1*^+/Cre^*Rosa26*^+/mTmG^ and *Lyve1*^+/Cre^*Rosa26*^+/Confetti^ mice, respectively (Fig. 5b), confirming that cells expressing CRE via the *Lyve1*^Cre^ allele at some point during their development contribute to adult hematopoiesis, albeit in our hands less than the 40% previously reported^14^. Similar to previous reports, we observed that the endogenous eGFP signal from the *Lyve1*^*Cre*^ knock-in allele (Fig. 5a) was faint and did not hinder detection of the eGFP signal from the *Rosa26*^mTmG^ reporter allele^14,46^.

To further interrogate LYVE1 as a marker of early hematopoietic progenitors, we next assessed LYVE1 expression in post-circulation concepti. We observed both LYVE1^low^ and LYVE1^high^ cells in E9.5 (19–22sp) and E10.5 (32–36sp) YS and embryos (Fig. 5c–f). Most embryo LYVE1^+^ cells were LYVE1^low^ (Fig. 5c–f). Indeed, at E9.5 and E10.5 the absolute numbers of embryo- and YS-LYVE1^low^VE-Cadherin^+^CD31^+^CD41^+^c-Kit^+^ cells were not significantly different (Fig. 5d, f). Thus, LYVE1 expressing cells are readily detectable in post-circulation embryos and YS. Further, examination of public gene expression databases revealed *Lyve1* mRNA in dHSC precursors in E11-E11.5AGM (Supplementary Fig. 3)^42,43^. Altogether, these data confirm that LYVE1 is expressed by putative hematopoietic progenitors in both YS and embryonic tissues post-circulation^14^.

Next, we examined LYVE1 expression in peri-circulation (5–7sp concepti) mouse concepti using flow cytometry and confocal microscopy. We again observed distinct LYVE1^high^ and LYVE1^low^ populations in both YS and embryos (Fig. 6a). Although both populations were more abundant in YS relative to embryos, especially LYVE1^high^ cells, LYVE1 expressing cells were clearly detectable by flow cytometry in 5–7sp embryos (% of YS-LYVE1^high^ = 2.86; % of Em-LYVE1^high^ = 0.11; % of YS-LYVE1^low^ = 3.11; % of Em-LYVE1^low^ = 0.56) (Fig. 6a, b). Most LYVE1^high^ and LYVE1^low^ cells in both 5–7sp YS and embryos also expressed CD41 (≈70 and ≈85%, respectively, Fig. 6a, c). Moreover, LYVE1^+^CD31^+^ cells were apparent in the endothelium of the paired aorta of E8.5 embryos (Fig. 6d). Altogether, these data demonstrate that LYVE1 expression is not restricted to YS in peri-circulation embryos.

**Fig. 6:**
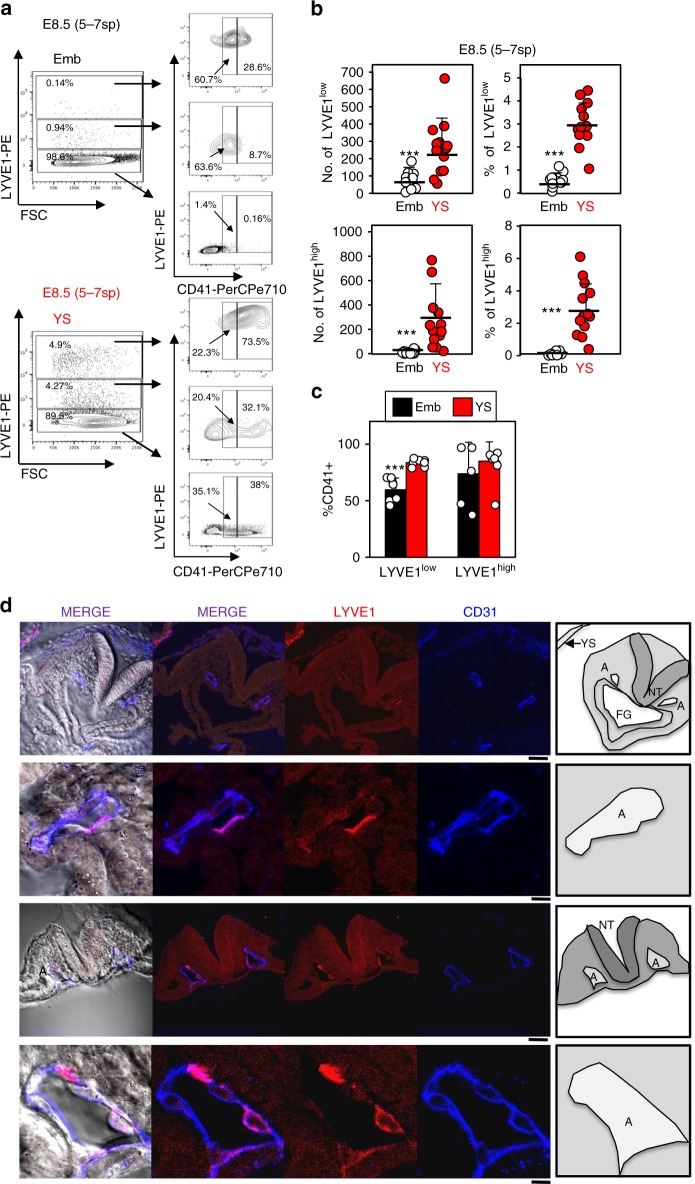
LYVE1 is expressed by both yolk sac and embryo cells at E8.5. **a** Representative flow cytometry plots of LYVE1 expression in freshly isolated E8.5 (5–7sp) embryos and YS. **b** Cell surface expression of LYVE1 in YS and embryos dissected from freshly isolated E8.5 (5–7sp) concepti (*n* = 16). The absolute number per concepti and frequency as a percent of total live events of LYVE1^low^ and LYVE^high^ cells is shown. Each circle represents an independent YS or embryo. **c** Frequency of CD41^+^ cells as a percent of total live events of LYVE1^low^ and LYVE^high^ cells is shown (*n* = 16) for embryos and YS. **a**–**c** Two independent litters were analyzed. (***p < 0.001, two-sample t-test for LYVE1^low^ and eWrs-test LYVE^high^; differences held even after multiple testing corrections to control a FDR of 0.05). Means are shown. Error bars denote standard deviation. **d** Representative confocal images showing the pattern of expression of LYVE1 in E8.5 embryos and YS. Two independent embryos are shown. For each representative embryo an inset zoomed on one of the paired aortas is also shown. Anti-LYVE1 conjugated to CF^TM^568 is shown in red and anti-CD31^−^BV421 is shown in blue. Scale bars stand for 50 µm for the low magnification (i and iii) and 10 µm for the high magnification (ii and iv). Schematics indicate anatomical parts: FG: foregut; A: paired-aorta; NT: Neural tube. Source data are provided as a Source Data file

To gain further insight into the fidelity of LYVE1 as a specific marker of YS and vitelline hemogenic endothelium, YS and embryos were collected at the onset of the heartbeat from 5–7sp- *Lyve1*^+/Cre^*Rosa26*^+/mTmG^ concepti (Fig. 7a). Here, GFP^+^ cells were readily detected in YS (Fig. 7b, c), with an average frequency of 3.9% (Fig. 7c). Labeled cells were much less frequent in 5–7sp embryos (average labeling of 0.067%, Fig. 7b, c). We previously observed that the vast majority of LYVE1^+^ cells in *Lyve1*^+/+^*Rosa26*^+/+^ concepti are CD41^+^ (Fig. 6c). Similarly, most GFP^+^ cells in 5–7sp *Lyve1*^+/Cre^*Rosa26*^+/mTmG^ concepti were CD41^+^ (Fig. 7b, d). Additionally, the %CD41^+^ cells was about 20 times larger in the YS than in the embryo (Fig. 7e). As CD41 labels hematopoietic precursors at this early developmental stage, we focused on the recombination efficiency in the CD41^+^ compartment and found it to be about 5% in the YS and 1.1% in the embryo (Fig. 7f)^30,32–34,36,37^. Importantly, GFP^+^ cells in E8.5 embryos were confined to the endothelium of the paired aortas (Fig. 7g).

**Fig. 7:**
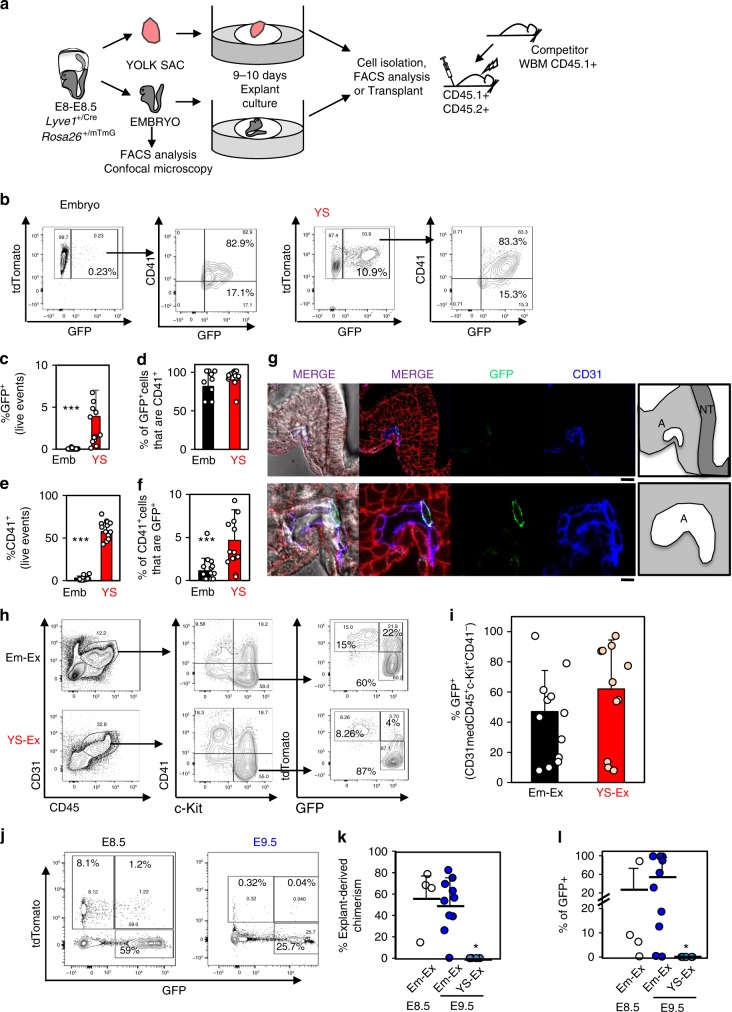
Blood precursors emerge from intra-embryonic LYVE1^+^ cells at the onset of the heartbeat. **a** Experimental schematic. YS and embryos dissected from CD45.2^+^ E8.5 (5–7sp) *Lyve1*^+/Cre^*Rosa26*^+/mTmG^ concepti were either analyzed by flow cytometry for *Lyve1*-Cre-dependent labeling (GFP^+^ cells), cultured as explants for 10 days to examine *Lyve1*-Cre-dependent labeling in emerging hematopoietic populations or transplanted. **b**–**g** Flow cytometry analysis and confocal microscopy of freshly isolated E8.5 (5–7sp) *Lyve1*^+/Cre^*Rosa26*^mTmG^ YS and embryos. Non-recombined *Rosa26*^+/mTmG^ cells are tdTomato^+^ and recombined *Rosa26*^+/mTmG^ cells are GFP^+^. **b** Representative flow cytometry plots. **c** Average % recombination (i.e., GFP^+^) of total YS or embryo cells. (*n* = 14) from three independent litters. **d** % of total GFP^+^ cells expressing CD41. **e** %CD41^+^ in total cells. **f** % recombination (i.e., GFP^+^) in CD41^+^ cells. **g** Representative confocal microscopy images. GFP (green), tdTomato (red). Endothelial cells (blue, labeled by anti-CD31-BV421). An inset of a paired-aorta is shown. Scale bars: 50 µm and 10 µm. Schematics: A: paired-aorta; NT: Neural tube. **h**–**i** Flow cytometry analysis of E8.5 (5–7sp) *Lyve1*^+/Cre^*Rosa26*^mT/mG^ YS-Ex and Em-Ex after 10 days of culture. **h** Representative flow cytometry analysis of tdTomato and GFP labeling in YS-Ex and Em-Ex-derived CD31^+^CD45^+^c-Kit^+^CD41^−^ cells. **I** Quantification of *Lyve1*-Cre dependent GFP labeling in CD31^+^CD45^+^c-Kit^+^CD41^−^ cells. Each dot represents an independent conceptus. Bars represent average %recombination (*n* = 12) from three independent litters. **j**–**l** PB of recipients transplanted with cultured E8.5 (5–7sp) or E9.5 (19–22sp) *Lyve1*^+/Cre^*Rosa26*^mT/mG^ Em-Ex or YS-Ex. **j** Representative flow cytometry plots of recipient PB. tdTomato and GFP labeling is shown. **k** % Explant-derived PB, estimated as the sum of the % of tdTomato^+^ and % of GFP^+^ cells in the PB. Each circle represents an independent recipient. **l** %*Lyve1*-Cre dependent GFP labeling estimated as %GFP^+^ amongst % of Explant-derived PB cells is shown. Each circle represents an independent mouse transplanted with four ee of E8.5 CD45.2^+^ *Lyve1*^+/Cre^*Rosa26*^mTmG^ cultured Em-Ex (*n* = 4) in three independent experiments or one ee of E9.5 CD45.2^+^ *Lyve1*^+/Cre^*Rosa26*^mTmG^ cultured Em-Ex (*n* = 10) or YS-Ex (*n* = 6) in other three independent experiments. (*p < 0.05; ***p < 0.001; eWrs-test). Means and standard deviations are shown. Source data are provided as a Source Data file

As our explant culture system allows us to visualize the emergence of phenotypic hematopoietic precursors from pre-circulation and peri-circulation concepti, we next examined GFP labeling in cultured YS-Ex and Em-Ex-derived hematopoietic precursors (CD31^+^CD45^+^c-Kit^+^CD41^−^). We observed that, on average, 61% of YS-Ex-derived and 47% of Em-Ex-derived CD31^+^CD45^+^c-Kit^+^CD41^−^cells were GFP^+^ (Fig. 7h, i). Lethally irradiated CD45.1^+^CD45.2^+^ recipients were next transplanted with cells isolated from *Lyve1*^+/Cre^*Rosa26*^mTmG^ 5–7sp Em-Ex and 2 × 10^5^ CD45.1^+^ WBM cells (Fig. 7j-l). As expected from our previous experiments (Fig. 1b), 5–7sp *Lyve1*^+/Cre^*Rosa26*^mTmG^ cultured Em-Ex harbored dHSC activity and reconstituted 15–80% of recipient PB (Fig. 7k). Importantly, 3/4 recipients of E8.5 *Lyve1*^+/Cre^*Rosa26*^mTmG^-derived Em-Ex displayed GFP^+^ engraftment, demonstrating that *Lyve1*^Cre^ labels the progeny of intra-embryonic HE precursors (Fig. 7l). Indeed, in one recipient, 88% of Em-Ex-derived PB was GFP^+^ (Fig. 7l). Differences in the %GFP^+^ recipient PB reflects the small number of Em-Ex-derived RUs transplanted *per* recipient (3.32 RUs = 4EE*0.83RUs per explant, Fig. 4a) and low recombination efficiency of the *Rosa26*^mTmG^ allele (about 20%, Fig. 5b). We also tested cells isolated from 19–22sp *Lyve1*^+/Cre^*Rosa26*^mTmG^ Em-Ex and YS-Ex for dHSC activity via transplantation. Here, Em-Ex-derived PB reconstitution was high (averaging 51%, *n* = 10). Although the %GFP^+^ PB varied widely (Fig. 7l), 8/10 recipients displayed GFP + PB reconstitution. As expected (Fig. 1c, d), *Lyve1*^+/Cre^*Rosa26*^mTmG^ YS-Ex did not engraft recipient mice (Fig. 7k, l). In sum, our data reveal that the embryo harbors LYVE1^+^ blood precursors capable of giving rise to dHSC.

## Discussion

Identifying the original site of dHSC specification during embryogenesis has been a major challenge due to the migratory nature of blood precursors in the circulating embryo and the absence of assays to rigorously test hematopoietic potential of pre-circulatory tissues. Here, we report the robust generation of dHSC activity from pre-circulation and peri-circulation murine embryos. dHSC activity could only be detected in cultured embryo explants and not cultured YS explants, indicating that the YS is unable to autonomously generate dHSC activity, at least under the conditions tested here. This implies that either the YS does not contain dHSC precursors or that it lacks the essential support environment for maturation of such precursors. Our findings are consistent with those of Cumano and colleagues, but in those studies, the authors were only able to detect very low levels of HSC activity from pre-circulation intra-embryonic tissues (<5%), and only after transplantation into immunocompromised *Rag2*γc^−/−^ recipients^12^. Poor reconstitution activity left open the possibility that YS harbored dHSC activity that fell below their detection threshold. Indeed, very recent studies suggest an extraembryonic (i.e., YS and/or vitelline hemogenic endothelium) origin for a large fraction of lifelong hematopoiesis^13,14^. However, the high levels of dHSC activity detected in our culture system (up to >75% reconstitution of PB after transplantation into immunologically competent mice) allows us to rigorously compare YS and embryos and demonstrate that pre-circulation YS lacks significant dHSC potential (Fig. 1b). None-the-less, our data support a model in which dHSC originate from intra-embryonic precursors in pre-circulation and peri-circulation concepti.

CD31^+^CD45^+^c-Kit^+^CD41^−^cells harbored all Em-Ex-derived dHSC activity in our experimental system. The development of this population required exogenous administration of SCF and IL-3 (Fig. 3). This agrees with previous studies where SCF is also required for the maturation of E9.5 pro-HSCs and E10.5 type I and type II pre-HSCs. *Scf* is expressed in the E9.5 dorsal aorta and upregulated at E10.5 when HSPC specification accelerates^29–31^. *Scf*^−/−^ mice display reduced dHSC activity and peri-natal death^39^. IL-3 induces maturation of dHSC between E10.5 and E11.5 in the AGM^40,41^. In contrast, exogenous administration of FLT3L is dispensable for dHSC maturation ex vivo^31^. Our finding that 5–7sp Em-Ex also require SCF and IL-3 to effect dHSC maturation ex vivo suggests that even very early dHSC precursors require these same signals.

Interestingly, CD31^+^CD45^+^c-Kit^+^CD41^−^ cells also emerged in cultures of early YS (Fig. 4b), where they clearly lack detectable dHSC activity (Fig. 1b–d). The ability of our culture conditions to yield bona fide dHSC from pre-circulation concepti provides a unique opportunity to study YS-specific and embryo-specific hematopoiesis and the critical molecular features that allow Em-Ex to render dHSC activity. This could be useful for efforts to derive bona fide dHSC from alternative sources ex vivo and provide specific reporters for in vitro screening. 

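The YS-Ex cells of cluster 6 fell into 2 kinds by their barcodes. Barcodes are drawn separately for each library, and 35 of the 3037 YS-Ex barcodes also occurred in Em-Ex. In the cluster, such barcodes made up 9 of the YS-Ex cells, 8 of them with a barcode of an Em-Ex cell of the same cluster, while in the rest of YS-Ex they made up 23 of 2069 cells. These 9 cells had 3332 to 5805 UMIs, which was 8.86% to 41.3% of the UMIs of the Em-Ex barcode in each case. The other 9 cells had barcodes of their own and 20377 to 34107 UMIs, and they made up 0.431% (0.197–0.817%) of the YS-Ex cells. In them, *H2-DMa* was at 58.1 CPM (31.8–97.5), against 1.68 CPM (1.23–2.25) in the YS-Ex cells outside the cluster. Leaving out all barcodes found in both libraries, an alternative chosen after seeing the data, gave a YS-Ex share of 0.438% (0.20–0.83%) and an Em-Ex share of 15.3% (14.0–16.6%). The assignment of cells to fetal liver populations was not analysed here.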

Remarkably, single cell global gene expression profiling identified an Em-Ex-derived population (X-cells, Fig. 4c) that does not emerge from YS cultures and displays enrichment for genes expressed by dHSC found in the FL (Fig. 4d). Further analysis identified multiple cell surface molecules selectively expressed by this unique population (e.g.*, Cxcr4, c-Mpl*, *Il6ra,* and *Tnfrsf1*, Supplementary Fig. 2). These cell surface markers harbor putative utility to both refine the Em-Ex population harboring dHSC activity and explore for in vivo surrogates that may represent critical transitions in the maturation of dHSC in vivo. Exploring the biological significance of these and other markers will be the subject of future investigations.

An alternative approach to defining the embryonic origins of lifelong hematopoiesis is the use of YS versus embryo-specific lineage markers. This approach has proved challenging as YS and embryo-derived hematopoietic precursors exhibit similar developmental programs^1^. Both are mesodermal in origin and emerge from endothelial precursors. Previously, temporally controlled *Runx1*^−^based lineage tracing suggested YS-derived contribution to adult hematopoiesis^13^. However, the duration of the labeling pulse was unclear and only a low percentage of adult blood cells were labeled^1,13^. Additionally, RUNX1^+^ cells were apparent outside the YS, raising doubts that all *Runx1*-induced Cre recombinase activity in early embryos was YS-restricted^1,13^. Further, this study employed a *Cre recombinase* knock-in mouse model that was hemizygous for *Runx1*. *Runx1*^−/+^ mice are severely perturbed in both the timing of hematopoietic specification and the cell surface phenotype of emerging hematopoietic progenitors^47^. Thus, observations made in a hemizygous *Runx1* mouse model are unlikely to reflect normal steady-state hematopoietic ontogeny.

It is possible that the YS harbors dHSC precursors that fail to ‘mature’ in our system due to the absence of key embryo-derived non-cell-autonomous cues. In this scenario, YS-precursors may need to migrate to a maturation niche in the embryo, as proposed by Matsuoka and colleagues^18^. Indeed, *Runx1*^+^*Gata-1*^−^ (hemogenic angioblasts) have been reportedly observed migrating from the E7.5 extraembryonic YS into the embryo proper in cultured embryo explants, where they were proposed to receive a currently undefined signal that induces competence to contribute to lifelong hematopoiesis^19^. However, here again the duration of the 4-OHT labeling pulse was unclear, raising the possibility that rare *Runx1* + intraembryonic precursors could have been labeled between E8 and E8.5. Further, it has not been explicitly demonstrated that *Runx1*^+^*Gata-1*^−^ cells seen migrating in ex vivo cultures from the extra-embryonic to the intra-embryonic region are capable of contributing to lifelong hematopoiesis in vivo. In our explant system, pre-circulation and peri-circulation YS explants failed to generate any dHSC activity.

Although, *Lyve1*^−^Cre lineage tracing was recently employed to discern blood derived from YS versus embryonic endothelial precursors^14^, we observed two distinct LYVE1^+^ populations (LYVE1^high^ and LYVE1^low^) in both YS and embryos isolated from E8.5, E9.5 and E10.5 concepti (Figs. 5–6). Although the frequency and absolute numbers of LYVE1^high^ cells is higher in the YS, the absolute numbers of LYVE1^low^ cells between YS-derived and embryo-derived blood precursors is not significantly different (Figs. 5–6). Moreover, we observed LYVE1^+^ endothelial cells in the endothelium of the paired embryo aortas prior to the onset of circulation (Fig. 6d and Fig. 7g). Furthermore, *Lyve1*^+/*Cre*^ *Rosa26*^+/mTmG^ embryos isolated at the onset of the first heartbeat (5–7sp) and cultured as explants gave rise to GFP^+^CD31^+^CD45^+^c-Kit^+^CD41^−^ cells, which is the transplantable population that emerges in this system (Fig. 3c and Fig. 7h, i). On average, about 50% of emerging CD31^+^CD45^+^c-Kit^+^CD41^−^ cells were GFP^+^ in these cultures, with one Em-Ex yielding 100% GFP^+^CD31^+^CD45^+^c-Kit^+^CD41^−^ cells (Fig. 3c and Fig. 7h, i). Most importantly, transplantation of 5–7sp *Lyve1*^+/Cre^ *Rosa26*^+/mTmG^ Em-Ex revealed that LYVE1^+^ embryo-derived progeny consistently contributed to the engraftment of lethally irradiated recipients (Fig. 7j–l). Thus, embryo-derived hematopoietic precursors must also express LYVE1. Altogether, these data confirm LYVE1 as an early marker of definitive hematopoiesis, reveal that LYVE1 expression is not restricted to YS hematopoietic precursors and suggest that most LYVE1^+^ contribution to adult hematopoiesis is embryonic in origin.

In summary, here we report the generation of robust dHSC activity from pre-circulation and peri-circulation embryo explants during ex vivo culture. Cultured YS explants failed to yield dHSC activity under these same conditions, suggesting that the YS contains few precursors capable of maturing into dHSC. We also present evidence that both YS and embryo-derived hemogenic precursors express LYVE1 during ontogeny. Our study supports a model in which most of lifelong hematopoiesis derives from hematopoietic precursors that develop de novo in the embryo proper. Future studies will be required to better define the pre-circulation and peri-circulation embryonic precursors that ultimately mature into dHSC. These studies would benefit any effort to coax bona fide dHSC from pluripotent stem cells.

## Methods

### Mice

C57BL/6 J, C57BL/6.SJL-PtprcaPep3b/BoyJ, *ROSA26*^+/mTmG^ (*Gt(ROSA)26Sor*^*tm4(ACTB-tdTomato,-EGFP)Luo*^/J), *ROSA26*^+/Confetti^ (Gt(ROSA)26Sor^tm1(CAG-Brainbow2.1)Cle/J^) and *Lyve1-eGFP-hCre* knock-in mice (*Lyve1*^Cre^) mice were acquired from The Jackson Laboratory (Bar Harbor, Maine) and housed in a pathogen-free facility. Both females and males were used. All animal experiments were carried out according to procedures approved by the St. Jude Children’s Research Hospital Institutional Animal Care and Use Committee and comply with all relevant ethical regulations regarding animal research.

### Genotyping

Polymerase chain reactions (PCR) were performed using Go Taq DNA Polymerase (Promega, Madison WI) as indicated by the manufacturer. PCR conditions: (95 °C, 2’);((94 °C, 30”; 56 °C, 30”; 72 °C, 30”]×35); (72 °C, 10’).

Primers: *Cre* F1 (5’ CTGTTACGTATAGCCGAAAT 3’), *Cre*

R1 (5’ CTACACCAGAGACGGAAATC T 3’). CRE Positive PCR band: 203 bp. Detection of the GFP allele was used for *mTmG* and *Confetti* allele genotyping: GFP Fw (5’ CAGATGAAGCAGCACGACTTCT 3’), GFP Rv (5’ AACTCCAGCAGGACCATGTGAT 3’). GFP PCR band: 400 bp.

### Transplants

For all transplants, 8–12 weeks old CD45.2^+^/CD45.1^+^ C57BL/6 J recipients were treated with 11 Gy of ionizing radiation in split doses of 5.5 Gy prior to transplant. Males and females were used as recipients. In each experiment, sexes of the recipient mice were evenly distributed among experimental groups. All cells were transplanted by tail vein injection. E8.5, E9.5, E10.5, and E11.5 CD45.2^+^ Em-Ex-derived or YS-derived cells were transplanted along with 2 × 10^5^ CD45.1^+^ C57BL/6.SJL WBM cells into recipients. For secondary and tertiary transplantation, 5 × 10^6^, 2 × 10^6^, 1 × 10^6^, or 0.8 × 10^6^ WBM cells were transplanted from primary or secondary recipients. Engraftment was defined as >0.5% CD45.2^+^ cells in each lineage (T cells, B cells, and myeloid cells) and >1% CD45.2^+^ total PB.

### PB Analysis

PB was collected from the retro-orbital plexus in heparinized capillary tubes (Fisherbrand, Pittsburgh, PA) and lysed in red blood cell lysis buffer (Sigma-Aldrich, St. Louis, MO). Cells were stained with the following antibodies: CD45.1-APC (A20) (Biolegend, San Diego, CA) or CD45.1-FITC (A20) (BD Biosciences, San Diego, CA), B220-PECy7 and CD8-PECy7 (53–6.7) (Tonbo Biosciences, San Diego, CA), CD45.2-V500 (104), B220- PerCPCy5.5 (RA3-6B2), Gr1-PerCPCy5.5 (RB6-8C5), Cd11b-PerCPCy5.5 (M1/70) and CD4-PECy7 (RM4-5) (BD Biosciences, San Diego, CA). All antibodies were used at 1:200 dilution. 4’,6-diamidino-2-phenylindole (DAPI) staining was used to gate live events. Analysis was performed on a LSR Fortessa and a BD FACSAria III SORP (Special Order Research Product, which contains the following LASERs: 405 nm, 445 nm, 488 nm, 562 nm, and 640 nm) (both BD Biosciences, San Diego, CA) and the data analyzed with FlowJo version 9.4.11 (Tree Star, Ashland, OR). To discern the four Confetti colors: the filter arrangements for each LASER were: CFP, 445 nm LASER—470/24 band-pass filter (BP); GFP, 488 nm LASER—515/20 BP and 505 long-pass filter (LP); YFP, 488 nm LASER—545/10 BP and 525 LP; RFP, 562 nm LASER—610/20 BP and 600 LP^48^.

### Explants cultures and flow cytometry analysis

Explant culture conditions were adapted from the protocol developed by Medvinsky and colleagues^29^. Embryo and YS-explants were cultured at the air-liquid interface on 0.65 μm DV Durapore Membrane Filters (Merck Millipore, Cork, Ireland) in Iscove’s Modified Dulbecco’s Medium-Glutamax (IMDM-Glutamax, Thermo Fisher Scientific, Waltham, MA), 20% FCS (Lot #535905; Cat #FB-02; Omega Scientific, Tarzana, CA), 0.1 mM 2-Mercaptoethanol (Thermo Fisher Scientific, Waltham, MA), and 100 units/ml of Penicillin/Streptomycin (Thermo Fisher Scientific, Waltham, MA) supplemented with recombinant murine SCF, recombinant murine IL-3, and recombinant murine FLT3 Ligand (Peprotech, Rocky Hill, NJ, all at 100 ng/ml) (or with other cytokine combinations indicated along the text) for 9–10 days to allow engraftment from E8.5 tissues or for other time periods as detailed in each figure. Membrane filters were sterilized and rinsed three times in boiling water (five minutes/wash). Up to eight explants were carefully placed on each membrane filter. Filters were then placed on in-house-made ring stands (3.175 mm high; outside diameter: 32.3 mm; inside diameter: 23 mm; Teflon) positioned in the well of a non-tissue-culture-treated 6-well-plate (Corning, NY, USA) containing 2.25 mL of the above described culture media. Media was not refreshed during the culture. Explants were recovered from filters using a sterilized scalpel.

Freshly isolated embryonic tissues or cultured explants were dissociated with collagenase (0.0012 g/ml, Sigma-Aldrich, St. Louis, MO) in Phosphate-Buffered Saline (PBS, Thermo Fisher Scientific, Waltham, MA) supplemented with 10% FCS (Omega Scientific, Tarzana, CA). For flow cytometry cell sorting or analysis, dissociated cells were stained with one or more of these antibodies: CD45.2-V500 (104) (BD Biosciences, San Diego, CA), CD41-PerCP-eFluor710 (eBioMWReg30) (eBioscience, San Diego, CA), CD31-FITC (MEC13.3) (BD Biosciences, San Diego, CA), c-Kit-APC-eFluor780 (2B8) (eBioscience, San Diego, CA), Lyve1-PE (#223322) R&D Byosystems, Minneapolis, MN). All antibodies were used at 1:200 dilution. 4’,6-diamidino-2-phenylindole (DAPI) staining was used to gate live events. Analysis was performed on a LSR Fortessa and cell sorting on a BD FACSAria III SORP (Special Order Research Product) (both BD Biosciences, San Diego, CA). Cells were collected employing the BD FACSDiva Software (version 8.0.1) (BD Biosciences, San Diego, CA). Data was analyzed with FlowJo version 9.4.11 (Tree Star, Ashland, OR).

### Statistics and reproducibility

Summary statistics, including mean and standard deviation, were reported for analyses. Two sample *t* or exact Wilcoxon rank sum test were used to test for a difference between two groups depending on the normality of the data, which was tested by the Shapiro-Wilk test. False discovery rate (FDR) method developed by Benjamini and Hochberg^49^ was used to correct for multiple comparisons at a level of 0.05. Otherwise, *p*-values < 0.05 were considered statistically significant. Analyses were conducted in R-3.3.1.

For limiting dilution analysis, parameters were estimated using a generalized linear model with a complementary log-log link. The generalized Pearson Chi-square was used to assess the goodness-of-fit to the model. The analyses were done using program L-Calc and ELDA online software^50^.

All in vitro experiments were reliably reproduced at least 3 times with the exception of Fig. 3Eii (the 5 days culture time point was *n* = 2) and Fig. 3Ei (within the 5 days culture time point the SCF/IL3 and the SCF conditions were *n* = 2). Sample size and number of experiment replicates are detailed in each Figure Legend.

### Single cell RNA-seq

Sorted YS-Ex-CD31^+^CD45^+^c-Kit^+^CD41^−^ and Em-Ex-CD31^+^CD45^+^c-Kit^+^CD41^−^ were resuspended in PBS containing 0.04%BSA at a concentration of 500–600 cells/ul. In total, 8600 cells per sample were loaded into each well of a 10X Chromium single cell capture chip with a recovery of 3000–3500 cells per sample. The captured cells then underwent lysis, reverse transcription, cDNA amplification, and library preparation with indexing per the manufacturer’s protocol (10X Genomics). The libraries were sequenced together on an Illumina Nextseq500 (Illumina Inc., San Diego, CA) using a high output 150 cycle kit with read lengths recommended by 10X Genomics.

### Single-cell RNAseq analysis

Raw data processing: Cellranger 2.0.1^51^ was used to process the raw fastq files and to generate unique molecular identifiers (UMI) counts for each gene in each cell. The UMI count table was imported into R and analyzed with Seurat 2.1.0 package^52^. The raw counts were normalized using NormalizeData function with default parameters (normalization.method = LogNormalize). Cells expressing less than 1000 genes, more than 5000 genes or having over 5% mitochondria reads were removed from the analysis to exclude potential dead, broken or doublet cells. 

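The deposited table still held the barcodes that this filter removes. No barcode had fewer than 1000 genes, 82 Em-Ex and 34 YS-Ex barcodes had more than 5000, and 353 Em-Ex and 917 YS-Ex barcodes had over 5% mitochondrial UMIs. The filter kept 87.6% of the Em-Ex barcodes and 68.7% of the YS-Ex barcodes. The numbers of barcodes in the table equal the numbers of cells given in the legend of Fig. 4. With a mitochondrial limit of 10%, 3372 Em-Ex and 2835 YS-Ex cells were kept.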

Bach effect is removed using R package scran v1.8.1^53^ with *k* = 20, sigma = 0.1. 

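The correction was written anew after the stated method, on the cosine-normalized variable genes, with Em-Ex as the reference and a Gaussian kernel scaled by the density of the pairs. It found 5446 mutual nearest neighbor pairs between 1170 Em-Ex and 826 YS-Ex cells. Without any correction, a population chosen by the same rule held 488 Em-Ex cells (15.9%, 14.6–17.2%) and 0.815% (0.475–1.30%) of the YS-Ex cells.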

To identify the X-cell population, R package Rtsne v0.13^54^ was used to reduce data dimension to two for visualization with perplexity = 20, initial_dims = 100. X-cell population was defined by clusters generated with R package pdfCluster v1.0-2^55^ and selected for further analysis. R package scmap v1.1.5^56^ was used to map single cells to cell clusters from Zhou et al.^42^ with threshold = 0.7. In detail, R package scmap v1.1.5 computed the similarity between expression profile of a single cell and centroid of cell clusters in the reference data^56^. Cells were assigned to reference cell clusters with the highest similarity. Multiple types of correlations (including Cosine similarity and Pearson and Spearman correlations) were calculated and at least one of them had to be larger than 0.7 (i.e., threshold = 0.7).

### CFU assays

For analysis of CFU potential, 5–7sp embryos and YS were cultured as explants at the air-liquid interface for five or 10 days in the same conditions as indicated above (20% FCS, SCF, IL-3, FLT3L in IMDM). CD31^+^CD45^+^ and CD31^−^CD45^−^ cells were then isolated by FACS and plated in M3434 methylcellulose (STEMCELL Technologies, Vancouver, Canada). Approximately 60,000 sorted cells were dispensed to 3 mL of M3434 and equally distributed into two plates (#27150, STEMCELL Technologies, Vancouver, Canada). Colonies were analyzed 10 days after plating.

### Confocal microscopy

E8.5 concepti were isolated and fixed in 4% paraformaldehyde (Electron Microscopy Sciences, Hatfield, PA) overnight at 4 °C. Concepti were then embedded in 4.5% low-melting-point agarose (Thermo Fisher Scientific, Waltham, MA) and sectioned (100 μm slices) using a vibratome (microtome with vibrating blade VT1200, Leica Byosystems Wetzlar, Germany). Sections were washed three times with PBS 0.3% Triton X-100 (Biorad, Hercules, CA) (30 min/wash) and permeabilized at 4 °C overnight in PBS 0.3% Triton X-100 (Biorad, Hercules, CA). Sections were then blocked in 0.3% Triton X-100 with 3% donkey serum (Sigma-Aldrich, St. Louis, MO) in PBS at 4 °C overnight. Sections were next incubated with previously conjugated anti-LYVE1 (Clone ALY7; eBioscience. San Diego, CA), anti-CD41 (Clone MWReg30; BD Bioscience, San Diego, CA), BV421^−^Rat Anti-Mouse CD31 (Clone MEC 13.3 (RUO); BD Biosciences, San Diego, CA) at 1:200 in 1% skimmed milk in 0.3% Triton X-100-PBS overnight. Anti-LYVE1 and anti-CD41 antibodies were conjugated following manufacture’s protocol to CFTM568 and CFTM488 fluorophores, respectively, using the Mix-n-StainTM labeling kits (Sigma-Aldrich, St. Louis, MO). Sections were then washed three times with 0.3% Triton X-100 in PBS (30 min/wash). Sections were mounted on Fisherbrand Superfrost Microscope Slides (Fisher Scientific, Pittsburgh, PA) and covered with 22 × 22 mm No.1.0 microscope cover glass (Infolab, Indianapolis, IN). Sections were imaged on a Zeiss LSM780 Confocal Microscope (Zeiss, Oberkochen, Germany) using a ×40, 1.1NA water immersion lens. Images were processed employing a ZEN 2012 software (Zeiss, Oberkochen, Germany).

## Supplementary information

Supplementary Information

Source Data

Description of Additional Supplementary Files

Peer Review File

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. Single-cell RNAseq data have been deposited in NCBI’s Gene Expression Omnibus (GEO) database under accession code GSE110909. The source data underlying Figs. 1, 2, 3, 4A, 5, 6A-C and 7 and Supplementary Figs. 1A, and 3 are provided as a Source Data file.

## References

[1] Medvinsky A, Rybtsov S, Taoudi S (2011). Embryonic origin of the adult hematopoietic system: advances and questions. Development.

[2] Muller AM, Medvinsky A, Strouboulis J, Grosveld F, Dzierzak E (1994). Development of hematopoietic stem cell activity in the mouse embryo. Immunity.

[3] Medvinsky A, Dzierzak E (1996). Definitive hematopoiesis is autonomously initiated by the AGM region. Cell.

[4] Moore MA, Owen JJ (1965). Chromosome marker studies on the development of the haemopoietic system in the chick embryo. Nature.

[5] Moore MA, Owen JJ (1967). Chromosome marker studies in the irradiated chick embryo. Nature.

[6] Moore MAS, Owen JJT (1967). Stem cell migration in developing myeloid and lymphoid systems. Lancet.

[7] Dieterlen-Lievre F (1975). On the origin of haemopoietic stem cells in the avian embryo: an experimental approach. J. Embryol. Exp. Morphol..

[8] Weissman IL, Baird S, Gardner RL, Papaioannou VE, Raschke W (1977). Normal and neoplastic maturation of T-lineage lymphocytes. Cold Spring Harb. Symp. Quant. Biol..

[9] Toles JF, Chui DH, Belbeck LW, Starr E, Barker JE (1989). Hemopoietic stem cells in murine embryonic yolk sac and peripheral blood. Proc. Natl Acad. Sci. USA.

[10] Yoder MC (1997). Characterization of definitive lymphohematopoietic stem cells in the day 9 murine yolk sac. Immunity.

[11] Yoder MC, Hiatt K, Mukherjee P (1997). In vivo repopulating hematopoietic stem cells are present in the murine yolk sac at day 9.0 postcoitus. Proc. Natl Acad. Sci. USA.

[12] Cumano A, Ferraz JC, Klaine M, Di Santo JP, Godin I (2001). Intraembryonic, but not yolk sac hematopoietic precursors, isolated before circulation, provide long-term multilineage reconstitution. Immunity.

[13] Samokhvalov IM, Samokhvalova NI, Nishikawa S (2007). Cell tracing shows the contribution of the yolk sac to adult haematopoiesis. Nature.

[14] Lee LK (2016). LYVE1 marks the divergence of yolk sac definitive hemogenic endothelium from the primitive erythroid lineage. Cell Rep..

[15] Metcalf DM, M. A. S. (1971). Haemopoietic cells.

[16] Cormier FADLF, Dieterlen-Lievre FR (1988). The wall of the chick embryo aorta harbours M-CFC, G-CFC, GM-CFC and BFU-E. Development.

[17] Yvernogeau L, Robin C (2017). Restricted intra-embryonic origin of bona fide hematopoietic stem cells in the chicken. Development.

[18] Matsuoka S (2001). Generation of definitive hematopoietic stem cells from murine early yolk sac and paraaortic splanchnopleures by aorta-gonad-mesonephros region-derived stromal cells. Blood.

[19] Tanaka Y (2014). Circulation-independent differentiation pathway from extraembryonic mesoderm toward hematopoietic stem cells via hemogenic angioblasts. Cell Rep..

[20] Fouquet B, Weinstein BM, Serluca FC, Fishman MC (1997). Vessel patterning in the embryo of the zebrafish: guidance by notochord. Dev. Biol..

[21] Gering M, Rodaway AR, Gottgens B, Patient RK, Green AR (1998). The SCL gene specifies haemangioblast development from early mesoderm. EMBO J..

[22] Zovein AC (2010). Vascular remodeling of the vitelline artery initiates extravascular emergence of hematopoietic clusters. Blood.

[23] Frame JM, Fegan KH, Conway SJ, McGrath KE, Palis J (2016). Definitive hematopoiesis in the yolk sac emerges from wnt−responsive hemogenic endothelium independently of circulation and arterial identity. Stem Cells.

[24] Chen MJ (2011). Erythroid/myeloid progenitors and hematopoietic stem cells originate from distinct populations of endothelial cells. Cell Stem Cell.

[25] Yzaguirre AD, Speck NA (2016). Extravascular endothelial and hematopoietic islands form through multiple pathways in midgestation mouse embryos. Dev. Biol..

[26] Rybtsov S, Ivanovs A, Zhao S, Medvinsky A (2016). Concealed expansion of immature precursors underpins acute burst of adult HSC activity in foetal liver. Development.

[27] Ji RP (2003). Onset of cardiac function during early mouse embryogenesis coincides with entry of primitive erythroblasts into the embryo proper. Circ. Res..

[28] McGrath KE, Koniski AD, Malik J, Palis J (2003). Circulation is established in a stepwise pattern in the mammalian embryo. Blood.

[29] Taoudi S (2008). Extensive hematopoietic stem cell generation in the AGM region via maturation of VE-cadherin + CD45 + pre-definitive HSCs. Cell Stem Cell.

[30] Rybtsov S (2011). Hierarchical organization and early hematopoietic specification of the developing HSC lineage in the AGM region. J. Exp. Med..

[31] Rybtsov S (2014). Tracing the origin of the HSC hierarchy reveals an SCF-dependent, IL-3-independent CD43(-) embryonic precursor. Stem Cell Rep..

[32] Bertrand JY (2005). Characterization of purified intraembryonic hematopoietic stem cells as a tool to define their site of origin. Proc. Natl Acad. Sci. USA.

[33] McKinney-Freeman SL (2009). Surface antigen phenotypes of hematopoietic stem cells from embryos and murine embryonic stem cells. Blood.

[34] Ferkowicz MJ (2003). CD41 expression defines the onset of primitive and definitive hematopoiesis in the murine embryo. Development.

[35] Yokomizo T, Dzierzak E (2010). Three-dimensional cartography of hematopoietic clusters in the vasculature of whole mouse embryos. Development.

[36] Mikkola HK, Fujiwara Y, Schlaeger TM, Traver D, Orkin SH (2003). Expression of CD41 marks the initiation of definitive hematopoiesis in the mouse embryo. Blood.

[37] Mikkola HK, Orkin SH (2002). The search for the hemangioblast. J. Hematother. Stem Cell Res..

[38] Liakhovitskaia A (2014). Runx1 is required for progression of CD41 + embryonic precursors into HSCs but not prior to this. Development.

[39] Ding L, Saunders TL, Enikolopov G, Morrison SJ (2012). Endothelial and perivascular cells maintain haematopoietic stem cells. Nature.

[40] Robin C (2006). An unexpected role for IL-3 in the embryonic development of hematopoietic stem cells. Dev. Cell..

[41] Gordon-Keylock S, Sobiesiak M, Rybtsov S, Moore K, Medvinsky A (2013). Mouse extraembryonic arterial vessels harbor precursors capable of maturing into definitive HSCs. Blood.

[42] Zhou F (2016). Tracing haematopoietic stem cell formation at single-cell resolution. Nature.

[43] McKinney-Freeman S (2012). The transcriptional landscape of hematopoietic stem cell ontogeny. Cell Stem Cell.

[44] Muzumdar MD, Tasic B, Miyamichi K, Li L, Luo L (2007). A global double-fluorescent Cre reporter mouse. Genesis.

[45] Snippert HJ (2010). Intestinal crypt homeostasis results from neutral competition between symmetrically dividing Lgr5 stem cells. Cell.

[46] Pham TH (2010). Lymphatic endothelial cell sphingosine kinase activity is required for lymphocyte egress and lymphatic patterning. J. Exp. Med..

[47] North TE (2002). Runx1 expression marks long-term repopulating hematopoietic stem cells in the midgestation mouse embryo. Immunity.

[48] Ganuza M (2017). Lifelong haematopoiesis is established by hundreds of precursors throughout mammalian ontogeny. Nat. Cell Biol..

[49] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J. R. Stat. Soc. Ser. B.

[50] Hu, Y. & Smyth, G. K. ELDA: extreme limiting dilution analysis for comparing depleted and enriched populations in stem cell and other assays. *J. Immunol. Methods*. **347**, 70–78 (2009).10.1016/j.jim.2009.06.00819567251

[51] Zheng GX (2017). Massively parallel digital transcriptional profiling of single cells. Nat. Commun..

[52] Butler A, Hoffman P, Smibert P, Papalexi E, Satija R (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat. Biotechnol..

[53] Lun AT, McCarthy DJ, Marioni JC (2016). A step-by-step workflow for low-level analysis of single-cell RNA-seq data with Bioconductor. F1000Res..

[54] Krijthe, J. T-distributed stochastic neighbor embedding using Barnes-Hut implementation. R package version 0.13. https://github.com/jkrijthe/Rtsne (2015). Accessed Date: Feb 2018.

[55] Azzalini, A., Giovanna, M. Clustering via nonparametric density estimation: the R Package pdfCluster. *J. Stat. Softw*. **57**, 18637/jss.v18057.i18611 (2013).

[56] Kiselev VY, Yiu A, Hemberg M (2018). scmap: projection of single-cell RNA-seq data across data sets. Nat. Methods.

# Supplementary material for: Murine hematopoietic stem cell activity is derived from pre-circulation embryos but not yolk sacs
**Source:** Nat Commun. 2018 Dec 20;9:5405. doi: 10.1038/s41467-018-07769-8
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Murine hematopoietic stem cell activity is derived from pre-circulation embryos but not yolk sacs.**

**Ganuza *et al.***

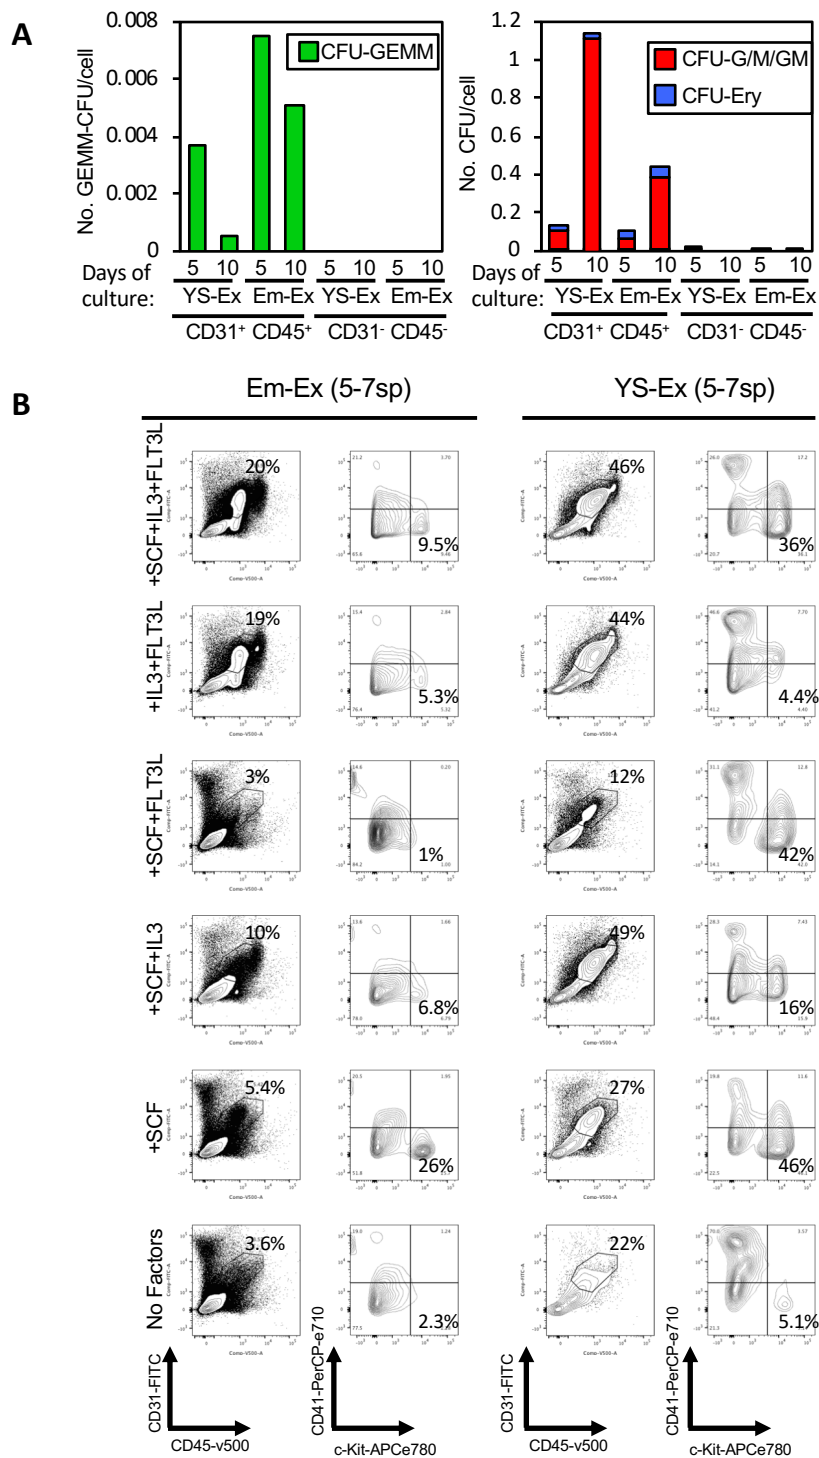

**Supplementary Figure 1. CFU potential of YS-Ex and Em-Ex and flow cytometry plots related to Figure 3E.** **A)** CD31<sup>+</sup>CD45<sup>+</sup> and CD31<sup>-</sup>CD45<sup>-</sup> cells were isolated by FACS from E8.5 (5-7sp) YS-Ex and Em-Ex cultured for five or 10 days and then plated into semi-solid media supplemented with hematopoiesis promoting cytokines. The numbers of CFUs were scored 10 days later. Cumulative data (not mean) from n=4 and n=3 independent experiments is shown respectively for the five and 10 days culture periods. In particular the ratio between the total number of colonies obtained over the course of the different experiments and the total number of cells plated over all of the experiments is shown. Left panel: CFU activity per cell plated is indicated for CD31<sup>+</sup>CD45<sup>+</sup> and CD31<sup>-</sup>CD45<sup>-</sup> cells isolated after five or 10 days of explant culture. Right panel: The number of CFU-GEMM per cell is shown for CD31<sup>+</sup>CD45<sup>+</sup> and CD31<sup>-</sup>CD45<sup>-</sup> cells isolated and plated after five or 10 days of explant culture. **B)** Representative flow cytometry plots for CD31<sup>+</sup>CD45<sup>+</sup>c-Kit<sup>+</sup>CD41<sup>-</sup> cells emerging when E8.5 (5-7sp) YS-Ex and Em-Ex were cultured in the presence of different combinations of SCF, IL-3 and FLT3L. Plots correspond to the data presented in Figure 3E. Source data are provided as a Source Data file.

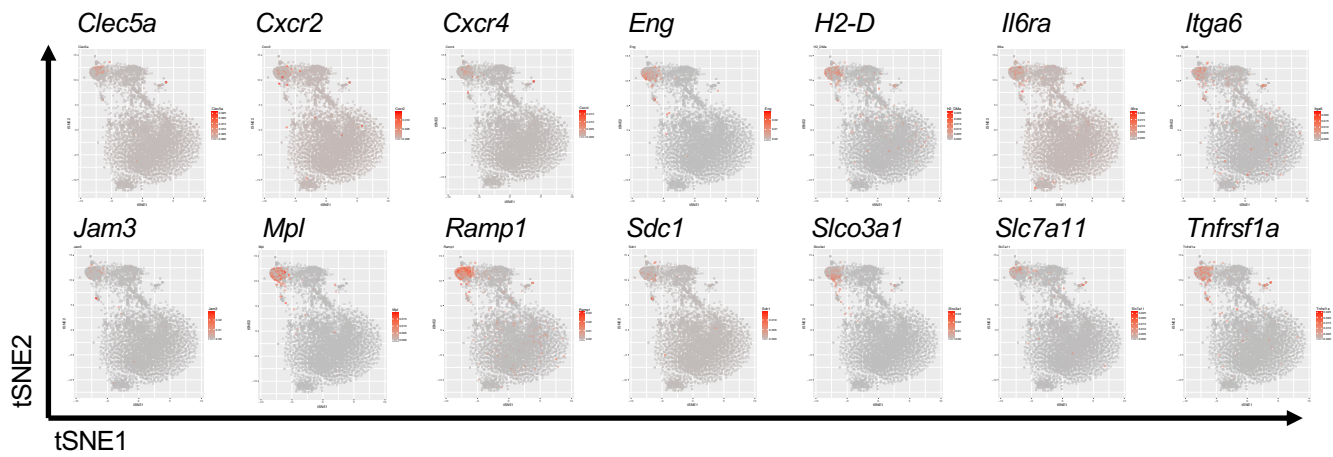

**Supplementary Figure 2. Analysis of differentially expressed surface markers in X-cells.**

Related to Figure 4C and 4E. Single cell gene expression analysis of Em-Ex- and YS-Ex-CD31+ CD45+c-Kit+CD41- cells are shown (n=3504 Em-Ex cells; n=3037 YS-Ex cells). In particular, expression of cell surface markers enriched in X-population are depicted. 

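A further 6 genes kept aside were read in the same cells, and they too had been picked by the paper from these libraries. *Cxcr2* was at 5.59 CPM in Em-Ex cells of cluster 6 and 0.273 CPM in other Em-Ex cells, a ratio of 20.4 (10.0–47.0). *Sdc1* was at 5.08 CPM and 0.425 CPM, a ratio of 11.9 (6.50–23.4), and *Clec5a* at 9.65 CPM and 0.820 CPM, a ratio of 11.8 (7.60–18.8). *Jam3* was at 5.59 CPM and 1.25 CPM, a ratio of 4.49 (2.94–6.89). These 4 genes were listed at 0 in YS-Ex. *H2-DMa* was at 34.4 CPM and 3.16 CPM, a ratio of 10.9 (8.72–13.7), with 2.22 CPM (1.69–2.86) over all YS-Ex cells. *H2-D1* was lower in the cluster, at 336 CPM (324–347) against 591 CPM (583–599), a ratio of 0.568 (0.547–0.589), with 539.6 CPM (531–548) over all YS-Ex cells. The ratios of all 6 genes kept their direction under every alternative run for them. With YS-Ex as the reference of the correction, the chosen cells included some from outside cluster 6. The log2 ratio then moved beyond its counting interval for *Jam3*, from 2.16 (1.56–2.79) to 5.11, and for *Sdc1*, from 3.54 (2.70–4.55) to 4.67. That of *H2-D1* moved from −0.82 (−0.87 to −0.76) to −0.89 with no upper limit on genes and to −0.74 averaged over cells. Without the 3 smallest clusters among the other cells, a setting chosen after seeing the data, those of *Clec5a*, *H2-DMa*, *Jam3* and *Sdc1* rose beyond their intervals, to 5.56, 4.24, 4.57 and 4.88. *Ramp1*, *Eng*, *Slco3a1*, *Itga6* and *Slc7a11* served to choose the cluster, and their levels there are not given as results.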

Projection of single cell gene expression profiles onto tSNE1 (X-axis) vs. tSNE2 (Y-axis) are indicated. Color scale indicates gene expression levels.

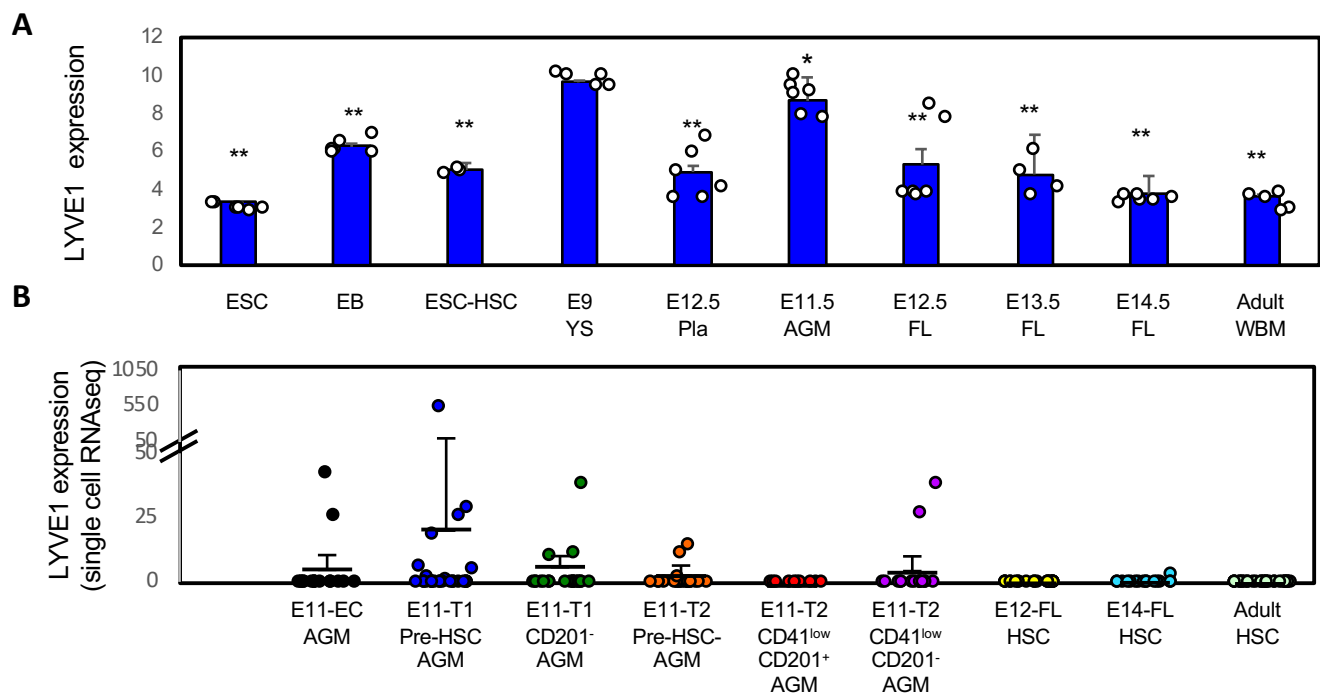

**Supplementary Figure 3. *Lyve1* mRNA expression in hematopoietic precursors and stem and progenitors during ontogeny. A)** Expression levels of *Lyve1* mRNA extracted from the Stemsite portal (<http://daleystem.hms.harvard.edu/>)<sup>1</sup>. E9-YS (E9-CD41<sup>+</sup>c-Kit<sup>+</sup>CD34<sup>+</sup> YS cells; n=5), E11.5-AGM (E11.5 VE-Cadherin<sup>+</sup>CD45<sup>+</sup> AGM cells, n=6), E12.5-Pla (E12.5-CD45<sup>+</sup>c-Kit<sup>+</sup>CD34<sup>med</sup> placenta Cells; n=6), E12.5-FL (E12.5 Lin-Sca-1<sup>+</sup>c-Kit<sup>+</sup>VE-Cadherin<sup>+</sup>Mac1<sup>low</sup> FL cells; n=6), E13.5-FL (E13.5 Lin-Sca-1<sup>+</sup>c-Kit<sup>+</sup>CD150<sup>+</sup>CD48<sup>-</sup> FL cells; n=4), E14.5-FL (E14.5 Lin-Sca-1<sup>+</sup>c-Kit<sup>+</sup>CD150<sup>+</sup>CD48<sup>-</sup> FL cells; n=6), Adult WBM (Lineage-Sca-1<sup>+</sup>c-Kit<sup>+</sup>CD150<sup>+</sup>CD48<sup>-</sup> adult bone marrow cells; n=5), ESC (embryonic stem cells; n=6), EB (CD41<sup>+</sup>c-Kit<sup>+</sup> cells isolated from day 6 murine embryoid bodies; n=6), ESC-HSC (CD41<sup>bright</sup>CD45<sup>-</sup>CD34<sup>-</sup> cells; n=4)<sup>2</sup>. Both E9-YS and E11.5-AGM showed statistically significantly higher levels of *Lyve1* mRNA than any of the other analyzed populations (\*\*: p < 0.01). E9-YS also showed higher levels than E11.5-AGM (\*: p < 0.05, two sample t-test and eWrs-test). In most cases, differences held even after multiple testing corrections to control a FDR of 0.05. Only the statistical significant difference between E9-YS and E11.5-AGM did not pass FDR control of 0.05. **B)** Expression levels of *Lyve1* mRNA from single-cell RNA-seq data. This data was extracted from the analysis of the data in Supplementary Fig. 3 from <sup>3</sup>. Analysis shows *Lyve1* mRNA expression levels from different populations throughout HSC ontogeny: in the E11 AGM region E11-EC-AGM (E11-CD31<sup>+</sup>VE-cadherin<sup>+</sup>CD41<sup>-</sup>CD43<sup>-</sup>CD45<sup>-</sup>Ter119<sup>-</sup> -AGM cells; n=17); E11-T1 pre-HSCs-AGM (E11-CD31<sup>+</sup>CD45<sup>-</sup>CD41<sup>low</sup>c-Kit<sup>+</sup> CD201<sup>high</sup>-AGM cells; n=27); E11-T2 pre-HSCs-AGM (CD31<sup>+</sup>CD45<sup>+</sup>c-Kit<sup>+</sup> CD201<sup>high</sup> cells; n=22); E11-T2 CD41<sup>low</sup>CD201<sup>+</sup> AGM (E11-CD31<sup>+</sup>CD45<sup>+</sup>CD41<sup>low</sup>CD201<sup>+</sup>-AGM cells; n=9); E11-T2 CD41<sup>low</sup>CD201<sup>-</sup> AGM (E11-CD31<sup>+</sup>CD45<sup>+</sup>CD41<sup>low</sup>CD201<sup>-</sup>-AGM cells; n=16); E12-FL-HSCs, (E12-Lin-Sca-1<sup>+</sup>Mac-1<sup>low</sup>CD201<sup>+</sup>-FL cells; n=22); E14-FL-HSCs (E14-CD45<sup>+</sup>CD150<sup>+</sup>CD48<sup>-</sup>CD201<sup>+</sup>-FL cells; n=16) and Adult HSCs (CD150<sup>+</sup>CD48<sup>-</sup> Lineage-Sca-1<sup>+</sup>c-Kit<sup>+</sup> cells; n= 31). Means and standard deviations are indicated. Source data are provided as a Source Data file.

## Supplementary References

- 1     McKinney-Freeman, S. *et al.* The transcriptional landscape of hematopoietic stem cell ontogeny. *Cell Stem Cell* **11**, 701-714, doi:10.1016/j.stem.2012.07.018 (2012).
- 2     McKinney-Freeman, S. L. *et al.* Surface antigen phenotypes of hematopoietic stem cells from embryos and murine embryonic stem cells. *Blood* **114**, 268-278, doi:10.1182/blood-2008-12-193888 (2009).
- 3     Zhou, F. *et al.* Tracing haematopoietic stem cell formation at single-cell resolution. *Nature* **533**, 487-492, doi:10.1038/nature17997 (2016).

# Supplementary material for: Murine hematopoietic stem cell activity is derived from pre-circulation embryos but not yolk sacs
**Source:** Nat Commun. 2018 Dec 20;9:5405. doi: 10.1038/s41467-018-07769-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Title:** Source Data
**Description:** underlying Figs. 1, 2, 3, 4A, 5, 6A-C and 7 and Supplementary Figs. 1A, and 3 are provided as a Source Data file

How the deposited data were processed for this re-analysis (not part of the article)

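Single-cell RNA sequencing measured sorted CD31+CD45+c-Kit+CD41− cells from Em-Ex and YS-Ex cultures of 49 E8.5 concepti (5–7 somite pairs), with 1 library per condition. The authors made UMI counts per gene and cell with Cell Ranger and deposited these raw counts, without normalization, for both libraries in 1 table. The genome build and annotation behind the counts are not named in the paper's text. The table held barcodes over the stated limits on genes and mitochondrial reads, and in each library only genes with UMIs in at least 30 of its barcodes were above 0. The methods do not state such a gene filter. Every barcode column named its library, and 0 columns were left unmapped.

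Cells with fewer than 1000 or more than 5000 genes or over 5% mitochondrial UMIs (13 mitochondrial genes) were removed, as the methods state. The depth left was 42752370 UMIs in Em-Ex and 27031627 UMIs in YS-Ex, with 4120 to 38114 UMIs per Em-Ex cell and 3302 to 34107 UMIs per YS-Ex cell. Gene levels were pooled counts per 1000000 UMIs (CPM) with exact Poisson 95% intervals, and shares of cells had exact Clopper-Pearson 95% intervals. Ratios of pooled levels were computed with their counting intervals, and log2 ratios used a prior count of 0.5. All intervals cover counting error only. No test was run, since cells are not replicates.

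Counts were log-normalized to 10000 UMIs per cell. The 2000 most variable genes, ranked by their dispersion within bins of genes of like mean and taken without the 15 genes of Supplementary Fig. 2, were cosine-normalized and corrected between libraries by mutual nearest neighbors (k = 20, sigma = 0.1). This correction was written in numpy 2.4.6 in place of scran, without its adjustment of the variance, and can differ from it. Clusters came from leidenalg 0.10.2 at resolution 1 on a graph of 20 neighbors in 100 principal components, weighted by shared neighbors, in place of pdfCluster. Cluster 6 was chosen from the naming genes *Ramp1*, *Eng*, *Slco3a1*, *Itga6* and *Slc7a11*. The genes and lists, the design and all alternatives except those said to be added were fixed before the data were examined, while the rule of at least 3 of the 5 naming genes at 3-fold was set afterwards and before the clusters were looked at. Rebuilt clusters can differ from the paper's population.

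Genes were named by fixed rules: every gene the paper names or shows for the population, the genes of the sort, *Xist* and 4 Y-chromosome genes, members of the fixed lists, the 5 genes highest and the 5 lowest in Em-Ex against YS-Ex among genes with at least 50 CPM in 1 library, and the 10 genes with the largest fold in a cluster as its definition. That fold had 1 CPM added to each side and was ranked among genes with at least 50 CPM in the cluster. *Col3a1*, *Cpa3*, *Hbb-bt*, *Mpo* and *Prtn3* are members of these lists but were singled out in the closing section after their values were seen. *Lyve1* was not in the table. Some genes that fall under these rules are not reported here. The 12 cell type lists (HSC, mast cell, basophil, eosinophil, neutrophil progenitor, macrophage, dendritic, erythroid, megakaryocyte, lymphoid, endothelial and stromal) and the S phase, G2/M and EMT lists were summarised by the median log2 ratio of Em-Ex cells of cluster 6 to other Em-Ex cells and its percentile among 10000 random lists of the same size matched on mean expression. A cell was called male when it had a UMI of *Ddx3y*, *Eif2s3y*, *Kdm5d* or *Uty* and none of *Xist*, among cells with a UMI of either kind.

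The steps were tested on simulated data with 900 Em-Ex and 600 YS-Ex cells over 11691 genes, drawn from the real means, in which 150 Em-Ex cells formed a population with 200 genes changed. The clustering placed 100% of the population in 1 cluster with 0 simulated YS-Ex cells, and 91% of the changed genes were within 0.5 log2 of the simulated value. These genes were changed 4-fold up or down, were drawn from better expressed genes and were measured with the simulated labels instead of the cluster. The check therefore says little about genes with few UMIs, such as *Cxcr4* and *Cxcr2*. A list of raised genes came out at percentile 100 and a list of unchanged genes at 66.3.

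The alternatives were another reference or no correction between libraries, resolutions of 0.5 and 2, HDBSCAN clusters (scikit-learn 1.9.0) on t-SNE coordinates at perplexity 20, 30 principal components, 5000 variable genes, surface marker genes allowed or cell cycle genes left out, other cell filters, other scalings, the 3 smallest clusters left out of the other cells and thinning to fixed numbers of UMIs. Doublets were called with Scrublet (in scanpy 1.11.5), which marked 6 of 5158 cells (0.116%). This is too few for a caller that has worked, so its alternative was run but says nothing about doublets, and doublets were otherwise not removed. The comparison with embryonic populations and the gene lists of Fig. 4d–f were not analysed here. Python 3.11.15 and scipy 1.17.1 were used, and figures were drawn with matplotlib 3.10.9.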

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

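The tests of the cell filter, of genes listed at 0, of barcodes found in both libraries and of male shares in cells with at least 2 informative UMIs were set before their results were seen, though the clustering on genes above 0 in both libraries was added after the table had been examined. The other tests, which are those of doublets by sex, of the number of libraries, of the UMIs of cells sharing a barcode, of the YS-Ex cells with a barcode of their own, of mast cell genes, of male shares by cluster and after thinning, of clusters 13 and 14 and of *Hbb-bt*, were chosen only after the result was seen.

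Mast cell genes, which the paper does not discuss, were at high levels in most cells of both libraries. *Cpa3* was at 11176 CPM in the Em-Ex cells outside cluster 6 and 16535 CPM in the YS-Ex cells outside it, and the 10 clusters above 8000 CPM, a limit set after seeing the values, held 81.7% of the Em-Ex and 98.2% of the YS-Ex cells. Free RNA would give a like level in every cluster, but *Cpa3* ranged from 156 CPM (cluster 14) to 18817 CPM (cluster 3). An effect of the culture with cytokines stays open, since 0 uncultured libraries were there to compare, and cannot be told apart from a property of the cells at explant.

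Cells with genes of cluster 6 were also present in YS-Ex, where the paper reports no such population. The 9 YS-Ex cells of the cluster with a barcode of their own had *Mpo* at 1170 CPM (1038–1315), and free RNA, which gives all cells a like low level, is argued against by 0.486 CPM (0.259–0.831) in the YS-Ex cells outside the cluster. *Mpo* is also a gene that defines the cluster. A second explanation is that reads of Em-Ex cells were assigned to the YS-Ex library. For the 9 cells that share a barcode with Em-Ex this is consistent with the tests. Of all 18 YS-Ex cells of the cluster, 8 had a barcode of an Em-Ex cell of the same cluster, against 4 of 2069 other YS-Ex cells. All 9 sharing cells had fewer UMIs than the Em-Ex barcode, as reads assigned to the wrong library would give. They held 8.86% to 41.3% of its UMIs, and why only 35 barcodes were shared at such percentages was not tested. The 9 cells with a barcode of their own had a median of 26943 UMIs and none below 20377, whereas no sharing cell was above 5805, which argues against this explanation for them. Sorted Em-Ex cells mixed into the YS-Ex sample would have the male share of the Em-Ex cells of the cluster, 27.6% (23.5–32.0%), but 9 of the 9 cells were male (100%, 66.4–100%). Embryo tissue left on a yolk sac at dissection stays open for these 9 cells, since no genotype tells the concepti apart. A yolk sac origin is the explanation that the design names, and it was not tested.

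The size of cluster 6 itself was weighed in the same way. Clustered only on genes above 0 in both libraries, its Em-Ex share was 15.565% and its YS-Ex share 0.815%. This argues against the genes listed at 0 in 1 library as a cause that acts through the clustering. It cannot decide on the choice of the cluster, which still used *Eng*, *Slco3a1* and *Slc7a11*, all listed at 0 in YS-Ex. Over every deposited barcode the Em-Ex share was 15.2%, far above the 0.691% of YS-Ex, which argues against the cell filter. Doublets are argued against by cells with UMIs of both sexes, 6.46% in the Em-Ex cells of the cluster against 33.5% if every cell were a random pair, and by *Cpa3*, at 230 CPM there. A planned test with Scrublet was void. With 1 library per condition, a difference between these libraries unrelated to the tissue cannot be told apart from one between embryo and YS.

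*Hbb-bt*, a beta globin gene, was at 1796 CPM (1769–1822) in the Em-Ex cells of cluster 6, with UMIs in 86.0% of them at a median of 20552 UMIs per cell, against 155 CPM (151–159) and 19.9% in the other Em-Ex cells at a median of 11349. Free RNA of erythroid cells would bring the other globin genes along. *Hba-a1* was at 114% of *Hbb-bt* in cluster 14, which expresses erythroid genes, but at 0.243% of it in cluster 6, which argues against that explanation. Reads shared with near-identical globin genes stay open, since the table does not show how such reads were assigned. *Hbb-bs* was at 9.96 CPM in the same cells. In the YS-Ex cells of the cluster, *Hbb-bt* was at 245 CPM (190.3–311). No biological explanation was tested.

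Cluster 13 (27 cells) and cluster 14 (24 cells) had genes of other lineages than the sort aims at. *Col3a1* was at 435 CPM in cluster 13, where *Ptprc* had 0 UMIs (up to 17.2 CPM by its interval), and *Hbb-bt* was at 7652 CPM in cluster 14. In every other cluster *Col3a1* was at no more than 2.27 CPM and *Hbb-bt* at no more than 1753 CPM, which argues against free RNA. Doublets with the other cells would carry *Cpa3*, which was at 156 CPM in cluster 14 and 168 CPM in cluster 13, against 8518 CPM or more in the 10 clusters with high levels. Cells that passed the sort without its markers, or that carry the proteins without these transcripts, were not told apart by a test.

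The libraries differed in sex, although the paper states that both came from the same concepti. Of the cells with an informative UMI, 20.3% (584 of 2873, 18.9–21.8%) were male in Em-Ex and 34.5% (657 of 1904, 32.4–36.7%) in YS-Ex. A difference in depth was set to show in 2 ways, and the results parted. *Xist* (881 CPM in Em-Ex, 952 CPM in YS-Ex) and all 4 Y-chromosome genes were higher in YS-Ex, as written for depth, but the shares stayed apart in cells with at least 2 informative UMIs, at 14.4% in Em-Ex and 27.0% in YS-Ex. With every cell thinned to 2000 UMIs, they were 9.73% (8.52–11.1%) and 18.4% (16.3–20.5%), which argues against depth. Different cell types in the libraries are argued against by the male shares within clusters. Em-Ex was below YS-Ex in all 10 clusters with at least 40 informative cells in each library, with intervals apart in 4 of them. Unequal numbers of sorted cells from male and female concepti, or a difference between the tissues, stay open and were not tested.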

How the results depend on the processing

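The clusterings restricted to genes above 0 in both libraries and without barcodes found in both libraries, and the comparison without the 3 smallest clusters, were chosen after seeing the data. All other alternatives were planned.

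Cluster 6 was found by the same genes in every alternative clustering, with an Em-Ex share of 15.1% to 16.6% and a YS-Ex share of 0.691% to 1.10% in the planned ones. The YS-Ex share was 0.438% with the barcodes of both libraries left out, which removes the YS-Ex cells of the cluster that share one. In each of the 16 alternatives run for these results, 9 of the 10 genes kept aside were higher in the cluster, and the HSC, mast cell, basophil, eosinophil, neutrophil progenitor, macrophage, erythroid, megakaryocyte, lymphoid and endothelial lists, and those of S phase, G2/M and EMT, kept their direction.

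With YS-Ex as the reference of the correction, the stromal list (2 genes in the table) turned from −1.03 to 4.64 and the EMT list moved from −1.13 to −0.37. The log2 ratios of *Jam3* and *Sdc1* moved from 2.16 to 5.11 and from 3.54 to 4.67. In that run, as without correction and at resolution 2, 2 clusters met the rule instead of 1, and the cause was not tested. The G2/M list moved from 1.03 to 1.09 with every deposited barcode and to 1.09 with no upper limit on genes, where the S phase list moved from 1.07 to 1.00. With each cell thinned to 2000 UMIs, the S phase and G2/M lists were at 1.46 and 1.34. The cause of these shifts was not tested.

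Clusters 12 to 14 hold 84 of the 2592 other Em-Ex cells. Without them, the stromal list turned from −1.03 to 1.85, and the EMT list moved from −1.13 to −0.10, at percentile 5.38 in place of 0.01 and with 11 genes higher and 12 lower. The macrophage list moved from −2.21 to −0.83, the erythroid list from −4.11 to −3.12, the megakaryocyte list from −2.00 to −1.29 and the dendritic list from 0.08 to 0.93. The HSC, mast cell, basophil, eosinophil, neutrophil progenitor, lymphoid, endothelial, S phase and G2/M lists stayed within their counting intervals. Of the genes kept aside, *Tnfrsf1a*, *Clec5a*, *H2-DMa*, *Jam3* and *Sdc1* rose beyond theirs.

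Cells kept were 3372 in Em-Ex and 2835 in YS-Ex with a mitochondrial limit of 10%, 3504 and 3037 with every deposited barcode, and 3151 in Em-Ex with no upper limit on genes, as wider limits must give. With every deposited barcode, the median in YS-Ex was 9839 UMIs. In cells with at least 2 informative UMIs, the male share was 14.4% in Em-Ex and 27.0% in YS-Ex, and the order of the libraries was the same. With a minimum of 10 CPM in place of 50 CPM, 3 of the 10 genes named for Em-Ex against YS-Ex stayed among the 5 at either end, since more genes with low counts were ranked.

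Thinning to 4000 instead of 2000 UMIs moved 7 of 10 shares of cells with a UMI beyond their intervals, all upward, as deeper cells must. Averaging over cells moved 15 values of single genes and lists, and 0 of these changed direction. Depth limits the precision of *Cxcr4*, *Cxcr2*, *Jam3* and *Sdc1*, which had 50 to 60 UMIs each in the Em-Ex cells of the cluster. No paired analysis was possible because each condition had 1 library.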

Differences from the paper's values

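No value that the paper gives in its text for a measure computed here differed by more than 1.5 times. The paper counts 623 X-cells among 3504 Em-Ex cells (17.8%), and 479 of 3071 filtered cells (15.6%), or 532 of 3504 barcodes (15.2%), were found here in a rebuilt cluster.

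The paper states that the population is not found in YS cultures. Here 18 YS-Ex cells fell in cluster 6, 9 of them with a barcode that also occurred in Em-Ex and 9 with a barcode of their own.

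Supplementary Fig. 2 presents its genes as higher in X-cells. Of the 10 genes kept aside, 9 were higher in the Em-Ex cells of cluster 6 than in the other Em-Ex cells. Because that figure rests on the same libraries, this is no independent check. *H2-D1* was lower, at 336 CPM against 591 CPM. The panel titled H2-D carries a small label that reads H2_DMa, and *H2-DMa* was higher.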

Other observations

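The lists and the comparison of the libraries were planned, while the levels of the sort genes, of single list members and of genes by cluster, and the values without clusters 12 to 14, were chosen for report after their values were seen.

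Over the HSC list, 8 of 10 genes were in the table. Their median log2 ratio of Em-Ex cells of cluster 6 to other Em-Ex cells was 2.93, at percentile 100 of matched random lists. *Hlf* was at 20.7 CPM in the cluster and 0.0912 CPM in the other cells, *Hoxa9* at 53.0 CPM and 0.456 CPM, and *Mycn* at 105.9 CPM and 2.52 CPM. *Mllt3* was lower, at 8.84 CPM and 13.6 CPM, and *Procr* did not differ beyond counting error (ratio 0.963, 0.653–1.39). The neutrophil progenitor list was higher too, with a median of 5.58 over 6 of its 9 genes at percentile 100. Genes of the lists could enter the clustering, and the list members *Mpo* and *Prtn3* lead the genes that define cluster 6. The extreme percentiles in this section are therefore no independent support. *Elane* was at 59.8 CPM in the cluster and 1.31 CPM in the other cells, and *Ctsg* at 39.2 CPM and 0.760 CPM. Of the 6 genes, *S100a8*, at 33.7 CPM and 40.7 CPM, and *S100a9*, at 13.6 CPM and 40.1 CPM, were lower than in all other Em-Ex cells, but the 38 Em-Ex cells of cluster 12 held 98.3% and 98.0% of the UMIs of these other cells. Without clusters 12 to 14, the other cells were at 0.728 CPM and 0.823 CPM, and all 6 genes were higher in cluster 6. The endothelial list (2 of 6 genes) had a median of 3.69 at percentile 100 and the lymphoid list (2 of 5 genes) one of 2.73 at percentile 96.5.

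The mast cell list had a median of −5.29 and the basophil list one of −5.0, both at percentile 0, with every gene lower in the cluster. The erythroid list was at −4.11 (percentile 0, 8 of 9 genes lower), the eosinophil list, with 1 gene in the table, at −5.27 (percentile 1.13), the macrophage list at −2.21 (percentile 0.03) and the megakaryocyte list, which includes the sort gene *Itga2b*, at −2.00 (percentile 0.48). The dendritic list (2 of 5 genes) was at 0.08 (percentile 42.3) and the stromal list (2 of 5 genes) at −1.03 (percentile 13.0). These are descriptions of 1 library. Most other Em-Ex cells carry mast cell genes, so the ratios do not set the cluster against HSC or progenitors at large. Some depend on small clusters without high levels of these genes. The 23 Em-Ex cells of cluster 13 held 80.9% of the *Col3a1* and 91.1% of the *Dcn* UMIs of the other Em-Ex cells, and without clusters 12 to 14 the stromal list was at 1.85, so its direction is not a property of the other cells at large. The 23 Em-Ex cells of cluster 14 held 79.2% of the *Hba-a2* UMIs, and the erythroid list was then at −3.12, still with 8 of 9 genes lower. The macrophage list was at −0.83 and the megakaryocyte list at −1.29.

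The S phase list had a median of 1.07 with 39 of 42 genes higher, and the G2/M list one of 1.03 with 50 of 51 genes higher, both at percentile 100. The EMT list was lower, with a median of −1.13 over 23 of its 36 genes, 19 of them lower, at percentile 0.01. This too rests on the small clusters, since without clusters 12 to 14 the median was −0.10 at percentile 5.38, with 11 genes higher and 12 lower. These lists are not the paper's, which were not used here.

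*Kit* was at 60.1 CPM (55.4–65.2) in the Em-Ex cells of cluster 6, 322 CPM (316–328) in the other Em-Ex cells and 973 CPM (961–984) in the YS-Ex cells outside the cluster, although all cells were sorted for c-Kit protein.

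Over all kept cells, 2726 genes had at least 50 CPM in 1 library. The highest in Em-Ex against YS-Ex were *Lsp1* (log2 ratio 4.48), *Dusp2* (3.82), *Car2* (3.56), *Mpo* (3.45) and *Mef2c* (3.33). The lowest were *Hist1h1e* (−3.25), *Igf2* (−2.97), *Hist1h1b* (−2.73), *Tle4* (−2.44) and *Ccdc82* (−2.39). Without cluster 6, the highest were *Car2* (2.79), *Spp1* (2.72), *Hapln1* (2.52), *Hbb-bs* (2.51) and *Mcpt1* (1.94), and the lowest were *Hist1h1e* (−3.54), *Hist1h1b* (−3.15), *Igf2* (−2.81), *Itga4* (−2.59) and *Tle4* (−2.49). Small clusters held most of the Em-Ex UMIs of 3 of these genes outside cluster 6. Of the *Hbb-bs* UMIs, 87.6% were in the 23 Em-Ex cells of cluster 14, of the *Spp1* UMIs 83.0% in the 38 of cluster 12 and of the *Mcpt1* UMIs 71.9% in the 164 of cluster 9, and these ratios do not describe the library at large. Of the genes lower in Em-Ex, *Hist1h1b* had 51.6% of its YS-Ex UMIs in the 178 YS-Ex cells of cluster 5 and *Igf2* had 45.3% in the 669 of cluster 1. With 1 library per condition, none of these differences has a replicate check.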
